# Dysregulation of STAT3 signaling is associated with endplate-oriented herniations of the intervertebral disc in *Adgrg6* mutant mice

**DOI:** 10.1371/journal.pgen.1008096

**Published:** 2019-10-25

**Authors:** Zhaoyang Liu, Garrett W. D. Easson, Jingjing Zhao, Nadja Makki, Nadav Ahituv, Matthew J. Hilton, Simon Y. Tang, Ryan S. Gray

## Abstract

Degenerative changes of the intervertebral disc (IVD) are a leading cause of disability affecting humans worldwide and has been attributed primarily to trauma and the accumulation of pathology during aging. While genetic defects have also been associated with disc degeneration, the precise mechanisms driving the initiation and progression of disease have remained elusive due to a paucity of genetic animal models. Here, we discuss a novel conditional mouse genetic model of endplate-oriented disc herniations in adult mice. Using conditional mouse genetics, we show increased mechanical stiffness and reveal dysregulation of typical gene expression profiles of the IVD in *adhesion G-protein coupled receptor G6* (*Adgrg6*) mutant mice prior to the onset of endplate-oriented disc herniations in adult mice. We observed increased STAT3 activation prior to IVD defects and go on to demonstrate that treatment of *Adgrg6* conditional mutant mice with a small molecule inhibitor of STAT3 activation ameliorates endplate-oriented herniations. These findings establish ADGRG6 and STAT3 as novel regulators of IVD endplate and growth plate integrity in the mouse, and implicate ADGRG6/STAT3 signaling as promising therapeutic targets for endplate-oriented disc degeneration.

## Author summary

Back pain is a leading cause of disability in humans worldwide and one of the most common culprits of these issues are the consequence of degenerative changes of the intervertebral disc. Here, we demonstrate that conditional loss of the *Adgrg6* gene in cartilaginous tissues of the spine results in endplate-oriented disc herniations and degenerative changes of the intervertebral disc in mice. We further establish that these obvious degenerative changes of the disc are preceded by substantial alterations in normal gene expression profiles, including upregulation of pro-inflammatory STAT3 signaling, and increased mechanical stiffness of the intervertebral disc. Increased STAT3 activation is a signal observed in other models of degenerative musculoskeletal tissues. As such, we tested whether systemic treatment with a small-molecule STAT3 inhibitor would protect against the formation of endplate-oriented disc herniations in conditional *Adgrg6* mutant mice, and report a significant positive improvement of histopathology in our treatment group. Taken together, we demonstrate a novel conditional model of endplate-oriented disc herniation in mouse. We establish ADGRG6 and STAT3 as novel regulators of endplate integrity of the intervertebral disc in mouse and suggest that modulation of ADGRG6/STAT3 signaling could provide robust disease-modifying targets for endplate-oriented disc degeneration in humans.

## Introduction

Spine disorders are one of the most common health issues affecting human populations worldwide, causing a tremendous socio-economic burden. The progression of spine disorders such as low back pain, disc herniation, endplate fracture, and scoliosis are associated with degenerative changes of the intervertebral disc (IVD) [1–4]. Therefore, elucidation of the pathways and signaling important for maintaining spine stability and the development and homeostasis of the IVD tissues is critical for the diagnosis, prevention, and treatment of degenerative spine disorders.

The IVD is a fibrocartilaginous joint that connects two adjacent vertebrae and provides structural stability, flexibility, and cushions axial loading of the spinal column [5]. The disc is composed of a proteoglycan-rich nucleus pulposus, surrounded by a multi-lamellar annulus fibrosus, and situated between the cartilaginous endplates, which provide nutritional flux to the IVD (Fig 1A). Hallmarks of disc degeneration in humans include loss of disc height, reduced proteoglycan staining, and accumulation of markers of fibrosis within the disc. At the same time, the cartilaginous endplate (CEP) may show signs of degeneration and calcification, which further compromises nutrient availability to the inner disc layers [6]. More severe forms of disc degeneration can also result in the herniation of the nucleus pulposus (i) laterally through the annulus fibrosis layer; or (ii) through the cartilaginous endplate into the vertebral body (endplate-oriented). Genetic susceptibility to disc degeneration has been shown to play a major role in disc degeneration [7], with the majority of these findings implicating extracellular matrix components of the disc, matrix metalloproteases, or pro-inflammatory cytokines [8]. Together these data suggest that dysregulation of anabolic and catabolic factors as well as inflammatory signaling may underlie many forms of disc degeneration in humans. However, the molecular regulators and initiating factors for these events remain to be defined.

**Fig 1:**
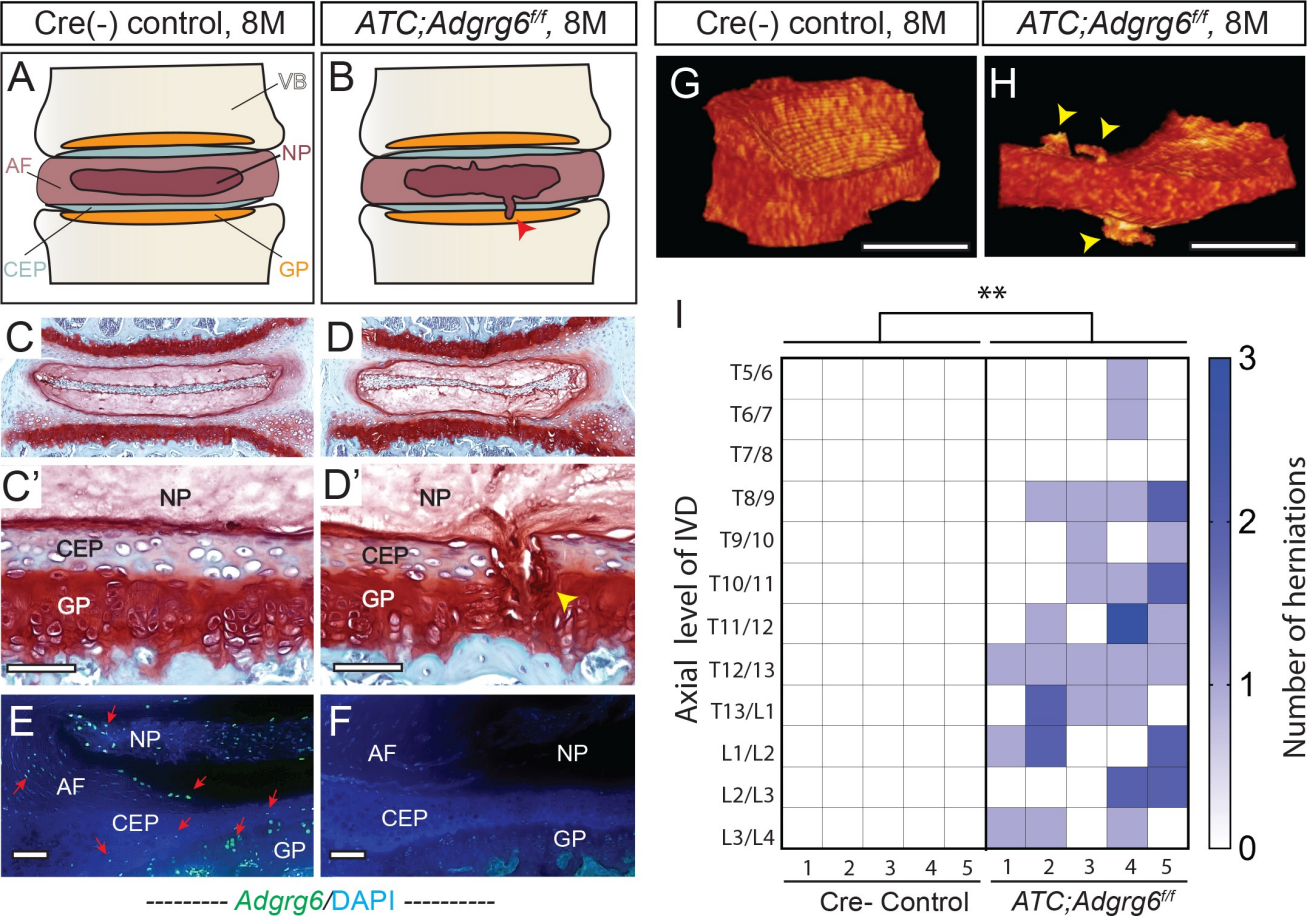
Adult *ATC;Adgrg6*^*f/f*^ mutant mice display endplate-oriented herniations of the IVD. (A and B) Schematic of endplate-oriented herniations (B, red arrowhead) observed in *ATC;Adgrg6*^*f/f*^ mutant mice (B), in contrast to a typical wild-type IVD (A) at 8 months of age. (C-D’) Representative midline-sectioned 8-month-old mouse IVDs stained with Safranin-O/Fast green (SO/FG) (induced from P1-P20, *n* = 4 for each group). (E, F) *Adgrg6* riboprobe FISH (green fluorescence) at 8 months (induced from P1-P20, *n* = 3 for each group). (G, H) Representative reconstructions of contrast-enhanced μCT of Cre (-) control (G) and *ATC;Adgrg6*^*f/f*^ mutant (H) IVDs at 8 months of age (induced from E0.5-P20, *n* = 5 for each group). Endplate-oriented herniations are observed in SO/FG stained sections (D', yellow arrowhead) and by contrast-enhanced μCT (H, yellow arrowheads). (I) Heat map of contrast-enhanced μCT data from five Cre (-) control and five *ATC;Adgrg6*^*f/f*^ mutant mouse spines, plotting the axial level of the IVD (left axis) and the number of herniations (right axis) observed in each mouse. (**p≤0.01, two-tailed Student's *t* Test.) Scale bars: 50μm in (C’, D’), 100μm in (E, F), and 500μm in (G, H). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *NP- nucleus pulposus*, *and VB- vertebral body*.

Here, we show that *Adgrg6* has a critical role in endplate-oriented herniations of the disc through regulation of STAT3 signaling. ADGRG6 (also called GPR126) is a member of the adhesion G-protein coupled receptor (aGPCR) family of proteins, all of which are thought to have a canonical intercellular signaling function via G-protein coupled signaling, as well as a potential for cell-cell or cell-matrix signaling via the extracellular N-terminal fragment [9]. In zebrafish, *adgrg6/gpr126* is critical for the development of cartilaginous tissues of the semicircular canal via regulation extracellular matrix (ECM) gene expression [10], suggesting a role for ADGRG6 in the regulation of cartilaginous tissues. Conditional loss of *Adgrg6* in multipotent osteochondral progenitors -giving rise to bone, cartilage, and some connective tissues- of the spine generated postnatal-onset scoliosis, ribcage deformity, and increased incidence of midline clefts in the endplates and annulus fibrosus [11]. Since the development of scoliosis is often linked with IVD deformity [12], we sought to investigate the role of *Adgrg6* specifically in cartilaginous tissues of the IVD during embryonic and postnatal development.

To define the role of *Adgrg6* we combined conditional mouse genetics, genomic approaches, mechanical assessment of intervertebral disc, and cell biological approaches in chondrogenic cell culture. Together, these studies reveal that ADGRG6 has a conserved role for the maintenance of normal gene expression profiles and regulation of STAT3 signaling in cartilaginous cells. We demonstrate that loss of *Adgrg6* leads to increased expression of collagens associated with fibrosis and alteration of the normal biomechanical properties of the IVD, prior to the onset of endplate-oriented herniations. Finally, we demonstrate loss of *Adgrg6* leads to increased, ectopic STAT3 activation in the IVD and that blockade of STAT3 activation can decrease the incidence of endplate-oriented herniations in *Adgrg6* conditional mutant mice. Taken together, our work establishes *Adgrg6* as a novel regulator of IVD endplate and growth plate integrity in the mouse and suggests that modulation of ADGRG6/STAT3 signaling could provide robust disease-modifying targets for endplate-oriented disc degeneration, in humans.

## Results

### Loss of ADGRG6 in intervertebral discs leads to endplate-oriented herniations in adult mice

We demonstrate that conditional removal of ADGRG6 function in the intervertebral disc (IVD) results in endplate-oriented herniations in adult mice (Fig 1B, 1D and 1D’). We found that *Adgrg6* is highly expressed in the growth plate using immunohistochemistry-based *in situ* hybridization (S1A Fig), but we failed to detect expression in the cortical or trabecular bone in vertebrae of adult mice under these conditions. Using a more sensitive, fluorescent *in situ* hybridization (FISH) detection method we were also able to detect *Adgrg6* expression in cells of the cartilaginous endplate (CEP), annulus fibrosus, and nucleus pulposus (Figs 1E and S1C). To determine the role of ADGRG6 function specifically in these committed chondrogenic lineages of the spine, we utilize an Aggrecan enhancer-driven, Tetracycline-inducible Cre (*ATC*) transgenic mouse strain [13] (*ATC;Adgrg6*^*f/f*^). Using this inducible Cre-deleter strain we established two experimental groups to address the temporal requirement of ADGRG6 function by induction during embryonic development (from E0.5-P20, prior to IVD specification) or during perinatal development (from P1-P20, after IVD specification) (S1 Table).

Using either induction strategy, we consistently observed endplate-oriented disc herniations [14] in adult mutant mice at 8 months of age (Figs 1 and S2B and S2B’ and S4D). *ATC;Adgrg6*^*f/f*^ mutant mice induced during perinatal development (P1-P20) displayed prolapse of the nucleus pulposus material into the growth plate (Figs 1B, 1D and 1D’ and S4D), as did mutant mice recombined during embryonic development (E0.5-P20) (S2B and S2B’ Fig). These data suggest that the formation of these endplate-oriented disc herniations is largely attributed to loss of ADGRG6 function during postnatal development. Interestingly, histological analysis of *ATC;Adgrg6*^*f/f*^ mutant IVDs, regardless of timing of induction, did not reveal observable changes in disc height, alterations of overall sulfated-proteoglycan abundance (Safranin-O staining) (Figs 1D and S2 and S4), or any obvious defects of the annulus fibrosis or nucleus pulposus tissues when visualized at the midline of the intervertebral disc at 8 months (Figs 1D and S2C and S4D’). In contrast, endplate-oriented herniations were observed at various spatial levels of the IVD including at the midline (Fig 1D and 1D) and at more lateral sections of the IVD (S2B, S2B’ and S4D Figs), suggesting a unique endplate-driven pathology for this model.

In this way, we found that traditional two-dimensional histological analysis limited our ability to capture the extent and distribution of these endplate-oriented herniations along the spine. To address this, we exploited contrast-enhanced micro-computed tomography (μCT) imaging which allows for a full three-dimensional analysis and segmented visualization of the IVD within the intact mouse spine [15]. Reconstruction and segmentation of the whole IVD in 8-month-old *ATC;Adgrg6*^*f/f*^ mutant (Fig 1H and S1 Movie) and Cre (-) control mice (Fig 1G and S2 Movie) (49 discs total; *n* = 5 mice/genotype) revealed multiple incidences of endplate-oriented disc herniations (yellow arrowheads, Fig 1H). Quantification of the contrast-enhanced μCT imaging indicated from 0–3 herniations present/IVD in *ATC;Adgrg*^*f/f*^ mutant mice, while Cre (-) littermate control mice were not observed to display these defects (Fig 1I). Spatial analysis of the intact spine demonstrated that these herniations occurred along the entire axis of the spine (Thoracic (T)5/6—Lumbar (L)3/4), without obvious hotspots. As was demonstrated by histology, we did not observe radial fissures or lateral prolapse of the disc in *ATC;Adgrg6*^*f/f*^ mutant mice using contrast-enhanced microCT imaging. This further supports IVD degeneration in this conditional mutant mouse is occurring by endplate-driven mechanisms [14].

In previous studies we demonstrated a clear role for *Adgrg6* in the formation of late-onset scoliosis in mouse [11], however the cellular pathogenesis of this process remained unresolved. Interestingly, while ~80% of *Col2Cre;Adgrg6*^*f/f*^ mutant mice demonstrated late-onset scoliosis [11], we only observed late-onset scoliosis in ~12% of *ATC;Adgrg6*^*f/f*^ mutant mice (S1 Table). One possible explanation is the difference in targeted tissues between the two Cre-deleter strains. Analysis of recombination using β-galactosidase staining of *ATC;Rosa-LacZ* mice showed nearly complete recombination throughout the IVD and growth plate at weaning (P28) regardless of the timing of induction (S3C and S3D Fig). However, the outer most layers of the annulus fibrosus and the periosteum were not targeted using either strategy (S3A, S3C and S3D Fig). In contrast, the entire IVD as well as periosteum and trabecular bone in the vertebral body is completely recombined at P1 and P28 when crossed to the *Col2Cre* deleter strain (S3B and S3E Fig). Effective knockdown of *Adgrg6* in *ATC;Adgrg6*^*f/f*^ mutant mice (induced from E0.5-P20) was further confirmed using FISH analysis of *Adgrg6* expression at 8 months (Figs 1F and S1D and S1F) and by qPCR analysis of cDNA derived from IVDs extracted from 1.5 month-old mice (Fig 2O). *In situ* hybridization analysis showed that *Adgrg6* expression was not altered in tissues not recombined by the ATC-deleter strain, such as the periosteum (S1E and S1F Fig). Together these data suggest that the IVD is important for susceptibility of scoliosis, yet additional effectors of spine stability are involved. Importantly, irrespective of the incidence of scoliosis in the thoracic spine in young mice (~12%, observed around P20-P40), *ATC;Adgrg6*^*f/f*^ mutant mice consistently exhibited endplate-oriented herniations along the entire axis of the spine in adult mice (100%, *n* = 5) (Fig 1I). These data demonstrate that ADGRG6 has a unique role in the regulation of endplate-oriented herniations of the adult IVD, in addition to its role in scoliosis.

**Fig 2:**
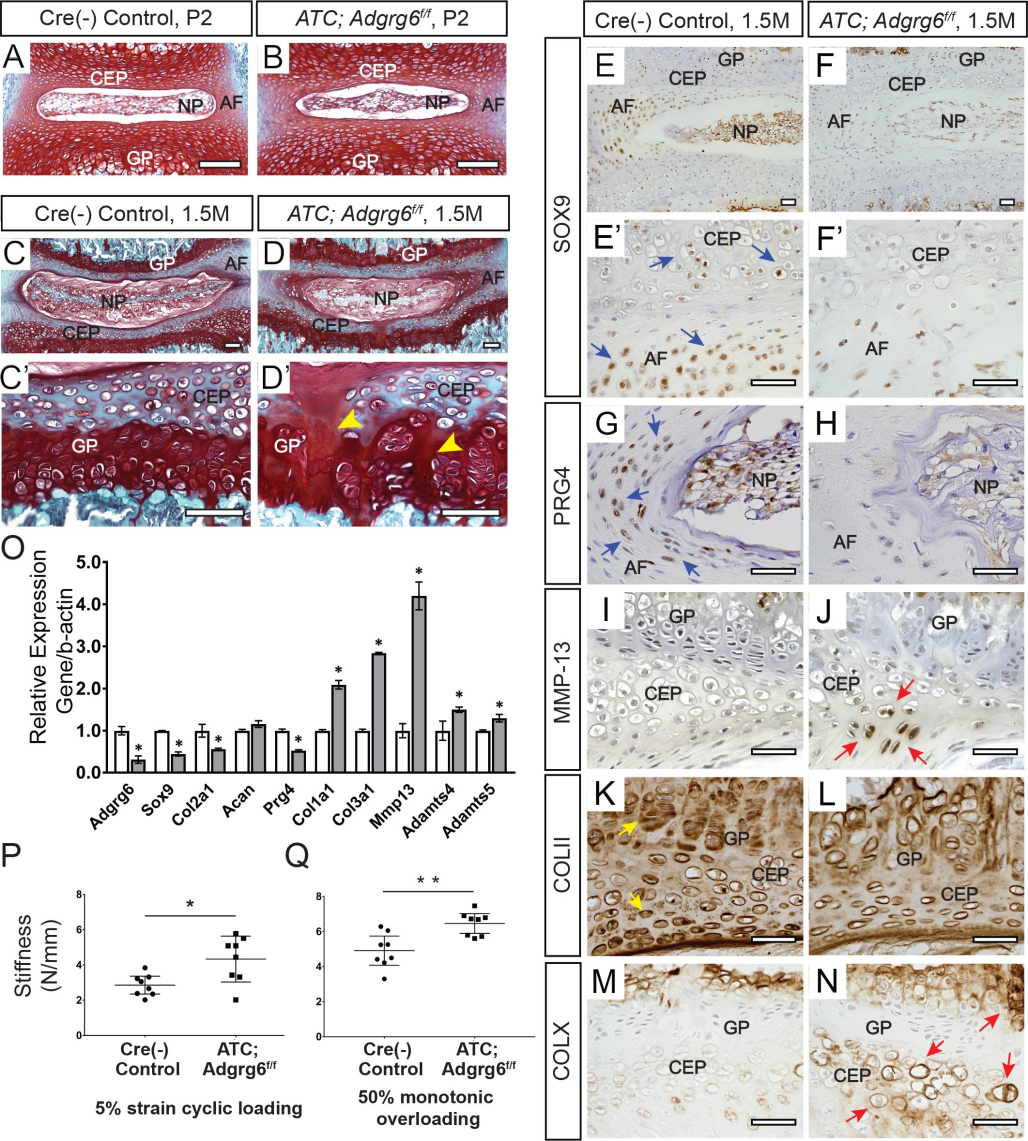
Young *ATC;Adgrg6*^*f/f*^ mutant mice display alterations in IVDs consistent with disc degeneration pathology. (A-D’) Representative IVD tissues stained Safranin-O/Fast green (SO/FG) (Induced from E0.5-P20, *n* = 3 for each group.) No overt structural defects were observed in *ATC;Adgrg6*^*f/f*^ mutant IVDs compared with controls at P2 at midline (A, B) or at 1.5 months of age (C-D’), except for the mild increase of acellular clefts in the CEP and GP at 1.5 months (yellow arrowheads, D’). Section in panel D is a little bit pass midline to show the obvious acellular clefts in CEP and GP. (E-O) IHC (E-N) and qPCR (O) analyses of common markers of degenerative disc in mice at 1.5 months (induced from E0.5-P20). *ATC;Adgrg6*^*f/f*^ mutant IVDs display reduced expression of markers of healthy disc: SOX9/*Sox9* (blue arrows, E’) and PRG4/*Prg4* (blue arrows, G), and mildly reduced COLII/*Col2a1* (yellow arrows, K). They also display increased expression of hypertrophic marker COLX/*Col10a1* (red arrows, N), extracellular matrix modifying enzymes (MMP-13/*Mmp13* (red arrows, J), *Adamts4*, and *Adamts5*), fibrosis markers (*Col1a1* and *Col3a1*). (E-N, *n* = 3 for each group. O, *n* = 3 biological replicates and representative result is shown. Bars represent mean ± SD. *p≤0.05, two-tailed Student's *t* Test.) (P, Q) Mechanical testing using 5% strain cyclic loading (stiffness mean w/95% CI, *p < 0.05) (P), and 50% monotonic overloading (stiffness mean w/95% CI, **p < 0.01) (Q), demonstrating increased stiffness in *ATC;Adgr6g*^*f/f*^ mutant lumbar IVDs (induced from E0.5-P20, *n* = 4 for each group, 4 IVDs were analyzed /mouse). Scale bars: 100μm in (A-D’); 50μm in (E-N). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.

### Loss of ADGRG6 in the intervertebral discs leads to alterations of gene expression consistent with human disc degeneration pathology

We next sought to understand the molecular mechanism underlying the initiation of endplate-oriented herniations. To guide our analysis, we took cues from molecular changes reported in degenerative IVDs in human [16], which revealed several indicators of degenerative joint disease in *ATC;Adgrg6*^*f/f*^ mutant mice at 1.5 months, prior to overt histopathology (Fig 2D and 2D’, induced from E0.5-P20). Using immunohistochemistry (IHC) we observed a consistent reduction in the expression of the transcription factor SOX-9 (SOX9) (Figs 2F and 2F’ and S5B) and proteoglycan 4 (PRG4) (Figs 2H and S5D) in the inner layer of the annulus fibrosus and CEP in these mutant mice. In contrast, the expression of the hypertrophic chondrocyte marker type X collagen (COLX) was increased in the CEP and hypertrophic growth plate in *ATC;Adgrg6*^*f/f*^ mutant mice (Figs 2N and S5J). We also observed a mild reduction of type II collagen (COLII) staining in the pericellular matrix of chondrocytes in the CEP, and in the proliferative growth plate in mutant mice (Figs 2L and S5H). We observed mild increases of matrix metalloprotease-13 (MMP-13) expression in the CEP of *ATC;Adgrg6*^*f/f*^ mutant mice (Figs 2J and S5F). Analysis of *ATC;Adgrg6*^*f/f*^ mutant mice induced after birth (P1-P20) demonstrated similar alterations in protein expression in the IVD at 8 months (S4E–S4L Fig). Alterations of protein expression in the CEP, coupled with the consistency of endplate-oriented herniations in *ATC;Adgrg6*^*f/f*^ mutant mice regardless of embryonic or perinatal induction of recombination (Figs 1 and S2 and S4), strongly suggest a postnatal role for ADGRG6 function in the homeostasis of the CEP. These alterations in protein expression were supported by similar changes in gene expression as assayed by qPCR analysis of extracted IVDs (Fig 2O) which demonstrate reduced expression of *Col2a1*, *Sox9* and *Prg4* in *ATC;Adgrg*^*f/f*^ mutant mice at 1.5 months. Moreover, the expression of several catabolic mediators of degeneration including *Mmp13*, *Adamts4*, and *Adamts5*, as well as markers of fibrosis, *Col1a1* and *Col3a1*, were increased. Together, these alterations of typical gene expression profiles in the IVD are consistent with expression profiles reported for degenerative joint diseases, including degenerative discs [17] and osteoarthritis of articulating joints [18, 19] in humans.

As demonstrated previously, ADGRG6 is not critical for early pattering or the overall morphology of the IVD [11], however it does regulate perinatal and homeostatic processes of the CEP and growth plate (Fig 1D and 1D’ and 2D and 2D’). To underscore this, we show that embryonic recombination of the *ATC;Adgrg6*^*f/f*^ mutant mice, which removes *Adgrg6* function specifically in cartilaginous tissues, does not affect the specification or overall pattern of the IVD nor lead to obvious alternations of the Safranin-O staining of the disc at P2 (Fig 2B). However, mild morphological differences in nucleus pulposus and delays in midline fusion of the CEP are occasionally observed in embryonically-induced *ATC;Adgrg6*^*f/f*^ mutant mice at P2, consistent with our previous findings using the *Col2Cre*-deleter strain [11], which may reflect a mild developmental delay in these mutant mice. By 1.5 months, we begin to observe a mild increase in acellular clefts in the CEP and growth plate in *ATC;Adgrg6*^*f/f*^ mutant mice (7.2±3.4 clefts/IVD; *n* = 4; *p* = 0.03) (Fig 2D'), compared to littermate controls (2.5±0.4 clefts/IVD; *n* = 4) (Fig 2C'). This is consistent with our observations of *ATC;Adgrg6*^*f/f*^ mutant mice, recombined perinatally, which also demonstrate acellular clefts in growth plate at 4-months (40%; *n* = 5) (yellow arrows, S4B Fig). Finally, TUNEL staining demonstrated a mild increase in cell death in *ATC;Adgrg6*^*f/f*^ mutant mice within the annulus fibrosus, nucleus pulposus, and CEP compartments of the IVD, less so within vertebral growth plate at 1.5 months (S6B and S6C Fig). Taken together these data support that while ADGRG6 function is important in cartilaginous tissues of the spine it is not a critical factor for overall development of the IVD. In contrast, it seems to have an increasingly important role within the CEP and growth plate for perinatal development and adult homeostasis of these tissues.

### Mechanical properties are altered prior to the onset of obvious histopathology in the intervertebral discs of *Adgrg6* mutant mice

During the progression of disc degeneration and osteoarthritis-related joint remodeling in humans, increased catabolic factors, inflammatory signaling, coupled with alterations of normal extracellular matrix composition can have deleterious effects on the mechanical properties on these tissues [20]. In order to assess alterations of mechanical properties of *ATC;Adgrg6*^*f/f*^ mutant IVDs, we isolated individual lumbar discs (L1/2 and L4/5) for dynamic mechanical testing (16 discs total; *n* = 4 mice/genotype) from 1.5-month-old mutant and control mice (induced from E0.5-P20). Using micro-indentation we demonstrated a consistent increase in the stiffness (Newton (N)/mm) of *ATC;Adgrg6*^*f/f*^ mutant IVDs under 5% strain cyclic loading (Fig 2P; *p* = 0.0114; mean w/95% CI) and under 50% monotonic overloading (Fig 2Q; *p* = 0.0026; mean w/95% CI). Stiffening of the IVD is commonly observed with early-onset degenerative changes, which compromises the damage resistance of the tissue [21]. We analyzed proteoglycan quantification in these IVDs by dimethylmethylene blue (DMMB) assay and found no significant alterations comparing mutant and littermate control mice at 1.5 months. Similarly, we observed no alteration in total collagen content in *ATC;Adgrg6*^*f/f*^ mutant IVDs by hydroxyproline assay (measured as collagen/wet weight; *p* = 0.0561; one-tailed *t*-test). However, we observed increased expression collagens associated with fibrosis in 1.5-month-old mutant IVDs, correlated with a decrease in the expression of typical collagen genes observed in healthy cartilage (Fig 2O). We speculate that, alterations of typical extracellular matrix/collagen gene and protein expression, coupled with increased cell death contribute a constellation of factors leading to the decline in the normal mechanical properties of the IVD in *ATC;Adgrg6*^*f/f*^ mutant mice.

### Loss of *Adgrg6* in the intervertebral disc leads to alterations of collagen gene expression and alterations in ion transport components

To obtain additional, unbiased insights of the cellular and molecular changes in *Adgrg6* conditional mutant IVDs prior to overt histopathology, we applied transcriptomic analysis (RNA-seq) on whole IVDs extracted from mice at P20. To avoid the contamination of untargeted IVD tissue in the *ATC;Adgrg6*^*f/f*^ mutant mice (e.g. the outer most annulus fibrosus, S3C and S3D Fig), we choose to use *Col2Cre;Adgrg6*^*f/f*^ mutant mice for these studies as this experimental group completely recombines throughout the entire IVD during embryonic development (S3B and S3E Fig). At P20, *Col2Cre;Adgrg6*^*f/f*^ mutant mice display no overt histopathology at the midline in any IVD tissues or in the growth plate, akin to Cre(-) littermate control IVDs (S7A and S7B’ Fig). However, in 8-month-old *Col2Cre;Adgrg6*^*f/f*^ mutant mice we observe endplate-oriented herniations (S7D’ Fig), analogous to observations in *ATC;Adgrg6*^*f/f*^ mutant IVDs (Fig 1). Similarly, we do not observe overt defects of the annulus fibrosus and nucleus pulposus in *Col2Cre;Adgrg6*^*f/f*^ mutant IVDs when imaged at the midline of the IVD (S7E Fig). We generated three independent libraries for each genotype (using *Col2Cre;Adgrg6*^*f/f*^ mutants and Cre (-) littermate controls) from extracted IVD tissues (T8/9-L4/5), pooled from 2–3 individual mice at P20. 

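Whole IVDs of P20 mice were sequenced as 6 libraries, 3 of *Col2Cre;Adgrg6* f/f mutant pools and 3 of control pools. The paper calls the controls Cre (-) littermates and the deposited genotype is wild type, while the deposited titles read Col2Cre control, so whether the controls carried Cre is not certain. *Col2Cre* recombines floxed alleles in chondrogenic cells, and *Adgrg6*, written *Gpr126* in the count tables, encodes an adhesion G-protein coupled receptor. Each pool held 2 to 3 mice, and the disc comprises the nucleus pulposus, annulus fibrosus and cartilaginous endplate together. The counts of *Adgrg6*, on chromosome 10 of GRCm38 from 14402583 to 14545659, were 1155, 971 and 1206 in control pools 1, 2 and 3 and 1212, 1514 and 996 in mutant pools 1, 2 and 3 (*Gpr126*: log2 fold change 0.17, standard error 0.18, adjusted p = 0.849 from edgeR's quasi-likelihood test). A count over the whole gene keeps reads from exons that recombination leaves in place, so it does not check the genotype labels.

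The authors deposited raw counts per gene symbol for each library. The methods name Cutadapt, HISAT2 on GRCm38, and StringTie and Ballgown with FPKM, while the tables themselves hold whole-number read counts. The control pools had 9528291, 9061491 and 11207307 reads counted in genes, and the mutant pools 9863346, 12017008 and 9695971. From these counts, 16152 genes passed edgeR's filter on low counts and were normalized by TMM and tested with the quasi-likelihood test, with Benjamini-Hochberg adjustment over all of them. The counts cover whole gene spans: of 150 protein-coding genes that lie inside an intron of a gene on the same strand, 3 had at least 60 counts over the 6 libraries, against 151 of 324 inside an intron of a gene on the opposite strand. In 34 pairs of a gene with at least 1000 counts inside a gene on the opposite strand, the outer gene had at least 0.8 times the inner gene's count in 33, so an outer gene can also carry the reads of the inner one. The counting is not stated to use strand, but that only inner genes on the same strand were nearly absent argues that it did. The counts of the outer genes argue that the reads did not keep their strand. A gene can thus carry reads of a gene opposite to it, and the values of overlapping genes are uncertain.

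The libraries differed in other cells and reads. Skeletal muscle genes such as *Myh2* and *Actn2* had a mean log2 CPM of 7.00 in control pool 1 and between 2.27 and 3.10 in the other 5. Olfactory and vomeronasal receptor genes, which encode odor and pheromone receptors, summed to 147 CPM in control pool 3 and 66.5 CPM in control pool 2, against 14.0 to 30.4 CPM in the other 4. Y-linked genes were near the floor in mutant pool 3 (mean log2 CPM -2.20, against 2.78 to 4.64 elsewhere) and *Xist*, the transcript of the inactive X chromosome, in mutant pool 2 (log2 CPM -0.11, against 6.65 to 7.72).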

We found 884 differential expressed genes with statistical significance (*p* value < 0.05) (S2 Table), and with a more stringent cut-off adjusted *p* value <0.05 and fold-change ≥2, we observed 42 differential expressed genes (Fig 3A). 

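*Prss50*, which encodes a serine protease, fell in the mutant pools. It lies on chromosome 9 of GRCm38 from 110857967 to 110864629 and had 10.5 ± 0.470 CPM (SD, n = 3) in the mutant pools and 38.6 ± 7.83 CPM (SD, n = 3) in the control pools (log2 fold change -1.87, standard error 0.20, adjusted p = 0.0419 from edgeR's quasi-likelihood test). It was the only 1 of 16152 genes past an adjusted p of 0.05, and its change was over 2-fold. Lower at an unadjusted p under 0.05, with an adjusted p above 0.05, were *Ihh*, the hedgehog ligand of prehypertrophic chondrocytes (log2 fold change -1.49, standard error 0.24, adjusted p = 0.287), *Prkg2*, a cGMP-dependent kinase of the growth plate (log2 fold change -1.31, standard error 0.19, adjusted p = 0.172), *Il17b* (log2 fold change -1.33, standard error 0.17, adjusted p = 0.132) and *Rspo4*, a Wnt agonist (log2 fold change -1.43, standard error 0.23, adjusted p = 0.287). Higher at that threshold were the cell cycle inhibitor *Cdkn1a* (log2 fold change 1.02, standard error 0.19, adjusted p = 0.411) and the growth factor *Igf1* (log2 fold change 1.07, standard error 0.23, adjusted p = 0.545).

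At an unadjusted p under 0.05, 467 genes were higher and 697 lower in the mutant pools, 1164 in all. These numbers were 404 and 785 with upper quartile factors, 470 and 463 in limma voom and, with the reads expected from genomic DNA subtracted, an alternative chosen after the data were seen, 456 and 496. The adjusted count differs between settings. On the same 16152 genes limma voom called 0 (933 at an unadjusted p under 0.05). With no filter on low counts edgeR called 245 genes, 213 of them at least 2-fold changed (2276 at an unadjusted p under 0.05). DESeq2, which was also run without this filter, called 52 genes, 41 of them at least 2-fold changed, and both called *Ihh*, *Prkg2*, *Il17b*, *Rspo4*, *Cdkn1a* and *Igf1*. The edgeR fit with no filter also called *Myh7*, *Myh2* and *Actn2* (adjusted p = 7.43e-07, 1.14e-06 and 1.53e-06 from the quasi-likelihood test). These are skeletal muscle genes, which as a list were high in control pool 1 alone, so calls of that fit can rest on 1 pool. Without control pool 1 edgeR called 31 genes (2427 at an unadjusted p under 0.05), with an adjusted p of 0.0173 for *Prss50*. Without control pool 2 or 3 or mutant pool 1, 2 or 3 it called 0 (929, 618, 817, 1669 and 874 at an unadjusted p under 0.05), with an adjusted p for *Prss50* of 0.214, 0.109, 0.434, 0.289 and 0.572 in that order, within a range of 4.35e-10 to 0.572 over all alternatives.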

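Some matrix genes of fibrous tissue stood higher in the mutant pools, though in edgeR with its filter and all 6 libraries no member of the lists below passed an adjusted p over all genes. Of the genes named here, DESeq2 called *Thbs4*, *Postn* and *Pcolce*, edgeR with no filter called *Thbs4*, *Postn*, *Tnmd* and *Loxl1*, and edgeR without control pool 1 called *Thbs4* and *Postn*. The gene lists were written before the count tables were examined but after the paper's S2 Table had been seen, so they are not wholly independent of these samples. Of 17 markers of annulus fibrosus and tendon, 7 were higher and 0 lower at an unadjusted p under 0.05 in edgeR, and 7 were higher when adjusted over the list alone. They include the matricellular genes *Thbs4* (log2 fold change 1.09, standard error 0.24) and *Postn* (1.17, 0.26) and the tendon marker *Tnmd* (0.96, 0.26), each with 3 pools per group. Of 22 fibroblast and fibrosis genes, 8 were higher and 1 was lower at that threshold, *Tgfb2*, a gene named after its value was seen, and 2 were higher when adjusted over the list alone. Of 21 genes of collagen processing and crosslinking, 5 were higher and 2 lower, and 0 passed when adjusted over the list alone. *Pcolce*, the enhancer of procollagen cleavage, was 498 ± 94.1 CPM (SD, n = 3) in the mutant pools and 286 ± 26.5 CPM (SD, n = 3) in the control pools, and the crosslinking enzyme *Loxl1* had a log2 fold change of 0.99 (standard error 0.32).

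As sets against all other genes, camera with a preset correlation of 0.01 placed the annulus and tendon markers (median log2 fold change 0.48, adjusted p = 9.85e-10), the fibrosis genes (0.48, 6.70e-09) and the processing genes (0.16, 0.00807) above the rest. With an estimated correlation the adjusted p was 0.175, 0.175 and 0.448, in that order, within ranges over all alternatives of 2.26e-13 to 0.175 and 9.79e-13 to 0.175 for the first pair of lists. The processing genes had an adjusted p of 0.402 without control pool 3, within a range of 2.35e-04 to 0.951 over all alternatives. The 18 basement membrane collagens and laminins had a median log2 fold change of 0.14 (camera adjusted p = 0.0902), with 5 higher and 1 lower at an unadjusted p under 0.05 and 0 when adjusted over the list alone; that adjusted p was 0.0481 without control pool 1 and 0.00812 without mutant pool 2, within a range of 0.00812 to 0.821.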

Enrichment of pathways and biological processes using gene ontology (GO) terms [22] demonstrated associations with extracellular matrix, positive regulation of fibroblast proliferation, extracellular matrix structural constituent conferring tensile strength, regulation of tyrosine phosphorylation of STAT protein, and ion transport (Fig 3B). 

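*Aspn*, *Dkk3* and *Mmp3* were each higher in every mutant pool than in every control pool, at an unadjusted p under 0.05 and an adjusted p above it in edgeR with its filter. With no filter edgeR called *Aspn* and *Mmp3*, and DESeq2 called *Aspn*. *Aspn* encodes asporin, a small leucine-rich proteoglycan of cartilage and tendon, and had 48.5 ± 6.57 CPM (SD, n = 3) in the mutant pools and 25.5 ± 4.12 CPM (SD, n = 3) in the control pools (log2 fold change 0.92, standard error 0.19, adjusted p = 0.529 from edgeR). It lies within *Cenpp* on the opposite strand, with 2268 counts against 25914 for *Cenpp*, which also spans *Ecm2*, *Omd* and *Ogn* (9317, 6414 and 4469 counts). *Dkk3*, of the Dickkopf family of secreted Wnt regulators, had 61.9 ± 11.5 CPM (SD, n = 3) in the mutant pools and 38.1 ± 9.95 CPM (SD, n = 3) in the control pools (log2 fold change 0.70, standard error 0.22, adjusted p = 0.676). *Mmp3*, stromelysin 1, which cleaves proteoglycans and collagens, had 15.5 ± 3.76 CPM (SD, n = 3) in the mutant pools and 6.65 ± 2.51 CPM (SD, n = 3) in the control pools (log2 fold change 1.22, standard error 0.32, adjusted p = 0.627). With 3 pools against 3, complete separation of the groups has an exact two-sided permutation p of 0.1, the smallest this design allows.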

Several of the significantly upregulated genes are associated with risk of lumbar disc degeneration and osteoarthritis assayed in humans or animal models, including *Aspn*, *Dkk-3*, and *Mmp3* [23–27] (S2 Table). We also observed alterations of chondrogenic and catabolic gene expression (Fig 3C and 3D). 

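A few of the cartilage genes and matrix proteases that the paper shows passed an unadjusted p of 0.05. Of the 10 chondrogenic genes of Fig 3C, the type IX collagen genes *Col9a2* (log2 fold change -0.64, standard error 0.28, adjusted p = 0.691 from edgeR) and *Col9a3* (log2 fold change -0.73, standard error 0.27, adjusted p = 0.676) were lower at an unadjusted p under 0.05. *Acan*, the aggrecan core protein, had 4208 ± 765 CPM (SD, n = 3) in the mutant pools and 5158 ± 440 CPM (SD, n = 3) in the control pools (log2 fold change -0.29, standard error 0.27), and *Sox5* and *Sox6*, partners of *Sox9*, had log2 fold changes of -0.41 (standard error 0.26) and -0.59 (standard error 0.33). Of the 10 catabolic genes of Fig 3D, 3 were higher at that threshold, *Mmp3*, the membrane-type *Mmp15* (log2 fold change 0.75, standard error 0.22, adjusted p = 0.676) and the procollagen protease *Adamts2* (log2 fold change 0.59, standard error 0.25, adjusted p = 0.683). *Mmp11* (0.42) overlaps *Chchd10* on the opposite strand and is uncertain. When adjusted over the list alone, 0 genes of Fig 3C and 2 of Fig 3D passed; the study chose both lists on these samples, so they are not independent evidence of direction.

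By camera with the preset correlation, the genes of Fig 3C had a median log2 fold change of -0.31 (adjusted p = 0.0112, or 0.336 as the adjusted p with an estimated correlation) and those of Fig 3D 0.43 (adjusted p = 0.00163, or 0.175 as the adjusted p with an estimated correlation). The call on Fig 3C had an adjusted p of 0.254 without control pool 1 (median -0.33), of 0.0746 without mutant pool 2 (median -0.23) and of 0.116 without mutant pool 3 (median -0.23), within a range of 6.11e-04 to 0.336 over all alternatives, and that of Fig 3D ranged from 1.72e-04 to 0.334.

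Broader lists held the following. Of 20 cartilage matrix genes, 5 were lower and 0 higher at an unadjusted p under 0.05, among them *Matn3* (log2 fold change -0.78, standard error 0.28) and *Ucma* (-0.57, 0.22), and of 13 chondrocyte transcription factors, 4 were lower and 0 higher, among them *Runx3* (-0.78, 0.28) and *Foxa3* (-0.64, 0.17). Of 24 proteases and inhibitors, 2 were higher, *Mmp3* and *Mmp15* of Fig 3D, and 0 lower. That list holds every gene of Fig 3D but *Adamts2*. The matrix list holds *Acan*, *Col2a1*, *Col9a2*, *Col9a3* and *Col11a1* of Fig 3C, and the transcription factor list *Sox5*, *Sox6*, *Sox8* and *Sox9*. These broader lists are thus not independent of the genes that the study chose on these samples. When adjusted over the list alone, 0 genes of each of these lists passed. Their median log2 fold changes were -0.29, -0.32 and 0.22, with a camera adjusted p of 5.69e-04, 0.00330 and 0.0112, and 0.336, 0.175 and 0.215 as the adjusted p with an estimated correlation. Without control pool 1 the adjusted p at the preset correlation was 0.0509 (median -0.26) for the cartilage matrix and 0.201 (median -0.34) for the transcription factors, without control pool 2 it was 0.0703 (median -0.22) for the cartilage matrix, and for the proteases it was 0.0822 (median 0.19) without control pool 3 and 0.0556 (median 0.25) without mutant pool 2. Over all alternatives the adjusted p ranged from 7.09e-08 to 0.336, 4.16e-04 to 0.201 and 9.19e-04 to 0.510 for the matrix genes, the transcription factors and the proteases.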

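The chondrocyte regulator *Sox9*, type II collagen and collagenase 3 did not pass the test in the P20 *Col2Cre;Adgrg6* f/f pools, and their mutant and control pools overlapped. *Sox9* had 552 ± 97.9 CPM (SD, n = 3) in the mutant pools and 512 ± 98.1 CPM (SD, n = 3) in the control pools (log2 fold change 0.11, standard error 0.23, adjusted p = 0.935 from edgeR). *Col2a1*, the main collagen of cartilage, had 113942 ± 13580 CPM (SD, n = 3) in the mutant pools and 94670 ± 27722 CPM (SD, n = 3) in the control pools (log2 fold change 0.27, standard error 0.46, adjusted p = 0.917). *Mmp13*, which hypertrophic chondrocytes express, had 28.0 ± 13.6 CPM (SD, n = 3) in the mutant pools and 36.0 ± 8.40 CPM (SD, n = 3) in the control pools (log2 fold change -0.36, standard error 0.34, adjusted p = 0.833). The 10 genes of the qPCR panel of Fig 2O had a median log2 fold change of 0.16 (camera adjusted p = 0.316), with *Col3a1* and *Col1a1* higher and 0 lower at an unadjusted p under 0.05, and 1 higher when adjusted over the list alone.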

Surprisingly some of the genes altered in *ATC;Adgrg6*^*f/f*^ mutant mice at 1.5 months by qPCR analysis (Fig 2O), such as *Sox9*, *Col2a1* and *Mmp13*, were not similarly changed in slightly younger *Col2Cre;Adgrg6*^*f/f*^ mutant mice (P20) by RNA-Seq analysis. However, in both *ATC* and *Col2Cre* conditional *Adgrg6* mutant mouse models we observed consistent alteration of collagen expression, including *Col1a1*, *Col3a1* among others at P20 in *Col2Cre;Adgrg6*^*f/f*^ mutant mice (Fig 3E) and at 1.5 months in *ATC;Adgrg6*^*f/f*^ mutant mice (Fig 2O), resulting in a shift in collagen gene expression, including type II collagen, towards more fibrous collagen gene expression associated with degenerative IVD from both human and mouse models [28–31]. 

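All 10 collagen genes of Fig 3E had a higher mean in the mutant pools, 9 of them at an unadjusted p under 0.05. *Col3a1*, the type III collagen of fibrous tissue, had 3925 ± 1022 CPM (SD, n = 3) in the mutant pools and 1855 ± 252 CPM (SD, n = 3) in the control pools (log2 fold change 1.08, standard error 0.28, adjusted p = 0.627 from edgeR) and lies on chromosome 1 of GRCm38 from 45311538 to 45349706. *Col14a1*, a fibril-associated collagen, had 144 ± 36.9 CPM (SD, n = 3) in the mutant pools and 64.4 ± 13.3 CPM (SD, n = 3) in the control pools (log2 fold change 1.16, standard error 0.24, adjusted p = 0.534). *Col1a1*, the main collagen of bone, tendon and annulus, had 17073 ± 4810 CPM (SD, n = 3) in the mutant pools and 8222 ± 4498 CPM (SD, n = 3) in the control pools (log2 fold change 1.05, standard error 0.46, adjusted p = 0.691), and its groups overlapped. *Col5a1* and *Col5a2*, which nucleate collagen fibrils, had log2 fold changes of 0.80 (standard error 0.24) and 0.87 (standard error 0.24). *Col4a1* and *Col4a2* overlap on opposite strands and are uncertain.

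**Figure D1:**
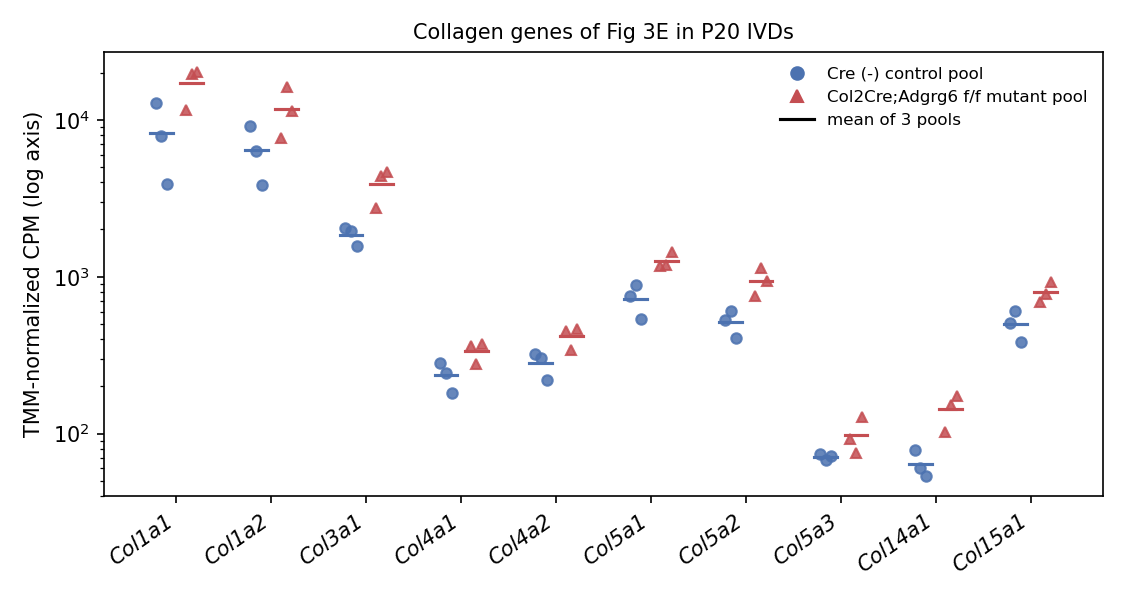
TMM-normalized CPM of the 10 collagen genes of Fig 3E in each pool on a log axis; circles are control pools, triangles mutant pools and bars the means of 3 pools. The mutant pools of *Col3a1* and *Col14a1* lie above every control pool, and those of *Col1a1* overlap with them.

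Over all genes 0 of the 10 passed an adjusted p of 0.05 in edgeR (9 at an unadjusted p under 0.05), while DESeq2 called 4 of them. When adjusted over the list alone 6 were higher and 0 lower, which is not independent evidence since the study chose the list on these samples. Camera with the preset correlation gave the 10 genes a median log2 fold change of 0.83 (adjusted p = 2.14e-14), with an adjusted p = 0.175 with an estimated correlation, within a range of 1.21e-19 to 0.175 over all alternatives. Of a broader list of 14 fibrillar and fibril-associated collagens, 6 were higher and 0 lower at an unadjusted p under 0.05 and 4 higher when adjusted over the list alone (median log2 fold change 0.38, camera adjusted p = 6.13e-06, adjusted p = 0.254 with an estimated correlation and a range of 7.79e-09 to 0.254); 7 of the 14 are genes of Fig 3E. Beside them, 7 of 17 annulus and tendon markers were higher and 0 lower at an unadjusted p under 0.05. That list did not pass camera with an estimated correlation (adjusted p = 0.175) or fry (adjusted p = 0.145). Of 18 osteoblast and osteocyte markers 3 were higher and 2 lower at an unadjusted p under 0.05, with *Bglap*, osteocalcin, at a log2 fold change of 1.64 (standard error 0.32) and *Phex* at -0.81 (standard error 0.33). From Fig 3E and the qPCR of Fig 2O, the paper concludes that collagen gene expression shifted towards fibrous collagens in both conditional mutants.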

We suggest that increased expression of these collagens may drive increased stiffness of the IVD observed in *ATC;Adgrg6*^*f/f*^ mutant mice at 1.5 months (Fig 2P and 2Q) which in turn may contribute to increased susceptibility of endplate-oriented disc herniations in adult mutant mice.

**Fig 3:**
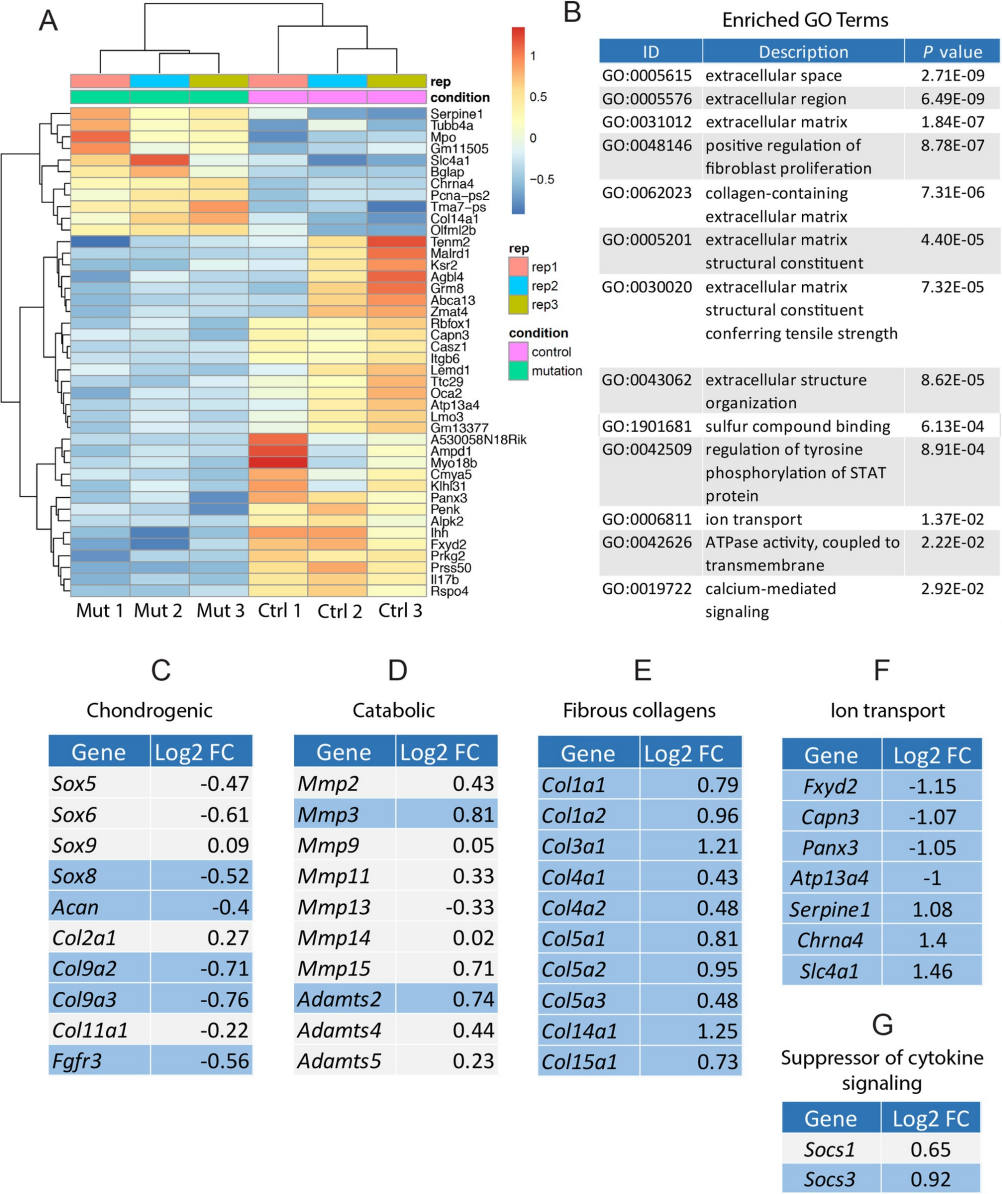
Young *Col2Cre;Adgrg6*^*f/f*^ mutant mice display fibrotic-like changes of gene expression and dysregulation of genes associated with ion transport in the IVD. (A) Heatmap of differentially expressed gene based on RNA-sequencing analysis of IVDs derived from both *Col2Cre;Adgrg6*^*f/f*^ mutant (Mut 1–3) and Cre (-) littermates (Ctrl 1–3) at P20. (B) Gene ontology (GO) analysis revealed a suite of differentially expressed genes important for extracellular matrix organization and ion transport. (C-G) RNA-sequencing analysis revealed mild alterations in some chondrogenic (C) and catabolic (D) gene expression, but significantly induced fibrotic gene expression (E) and dysregulation of genes involved in ion transport (F) in the *Col2Cre;Adgrg6*^*f/f*^ mutant IVDs at P20. Some genes encode members of the suppressor of cytokine signaling were also upregulated in the mutant IVDs (G). Differential expressed genes with p value < 0.05 were highlighted in blue. Log2FC: gene expression fold changes in Log2 scale.

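The 42 genes drawn in Fig 3A are the 42 genes with a log2 fold change of at least 1 either way in the authors' deposited table. Of these, 37 passed the filter on low counts, 10 of them higher and 27 lower in the mutant pools, each at an unadjusted p under 0.05 in edgeR and 1, *Prss50*, at an adjusted p under 0.05. With no filter on low counts, edgeR called 41 of the 42 at an adjusted p under 0.05 with a 2-fold change, and DESeq2 called 29. The fit with no filter also called skeletal muscle genes, which as a list were high in control pool 1 alone, so its calls can rest on 1 pool. The study chose these genes on these libraries, so their direction is not independent evidence. The examples that follow beyond *Ihh*, *Prkg2*, *Panx3*, *Bglap* and *Mpo* were chosen after their values were seen. The lower ones hold genes of growth plate chondrocytes, *Ihh*, *Prkg2* and *Panx3*, and genes of long span known from neurons, such as *Tenm2*, a teneurin spanning 1229 kb (log2 fold change -1.90, standard error 0.49), the splicing factor *Rbfox1*, spanning 1526 kb (-1.39, 0.26), and the glutamate receptor *Grm8*, spanning 860 kb (-1.93, 0.60). *Tenm2* had 113, 239 and 626 counts in control pools 1, 2 and 3 and 33, 111 and 100 in the mutant pools, and control pools 2 and 3 are those with more reads in odor and pheromone receptor genes. With the reads expected from genomic DNA subtracted, an alternative chosen after the data were seen, 20 of the 27 lower genes had an unadjusted p under 0.05, with log2 fold changes of -1.85 for *Tenm2* and -1.89 for *Grm8*. Of the other lower genes, *Ttc29*, *Abca13*, *Zmat4* and *Agbl4* no longer passed the filter, *Malrd1* and *Myo18b* had log2 fold changes of -2.53 and -2.40 against -2.30 and -2.30 before, and *Rbfox1* had -0.69. The expected reads were taken from the density over the Vmn2r genes, a part of the vomeronasal receptor genes. That density need not hold for other genes, so a gene that kept such a p was not shown to be free of DNA reads. *Myo18b*, a muscle myosin, had 248 counts in control pool 1, the pool with the high muscle genes, and 15 to 71 in the others. Among the higher ones are the osteoblast gene *Bglap*, the neutrophil peroxidase *Mpo* (2.15, 0.44) and *Gm11505* (2.22, 0.64), which lies opposite *Mpo* and may carry its reads. *Tma7-ps*, a processed copy of *Tma7*, had 4, 7 and 0 counts in the control pools and 48, 76 and 107 in the mutant pools, and is uncertain as a near-identical copy of its parent gene.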

In addition, we observed gene expression changes in several genes associated with ion transport in the IVD of *Col2Cre;Adgrg6*^*f/f*^ mutant mice at P20, including reduced expression of *Fxyd2*, *Capn3*, *Panx3*, and *Atp13a4*, as well as increased expression of *Serpine1*, *Chrna4*, and *Slc4a1* (Fig 3F). 

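Of the genes of Fig 3F, *Fxyd2*, *Panx3* and *Capn3* were lower and *Chrna4* and *Slc4a1* higher at an unadjusted p under 0.05, with an adjusted p above it, in edgeR with its filter. DESeq2 called *Fxyd2*, *Panx3*, *Chrna4* and *Slc4a1* at an adjusted p under 0.05, as did edgeR with no filter, which also called *Capn3*. *Fxyd2*, a regulatory subunit of the sodium-potassium pump, had 119 ± 24.7 CPM (SD, n = 3) in the mutant pools and 294 ± 50.1 CPM (SD, n = 3) in the control pools (log2 fold change -1.31, standard error 0.22, adjusted p = 0.349 from edgeR) and lies on chromosome 9 of GRCm38 from 45399669 to 45410278. *Panx3*, a channel of prehypertrophic chondrocytes, had 36.7 ± 8.94 CPM (SD, n = 3) in the mutant pools and 87.7 ± 21.0 CPM (SD, n = 3) in the control pools (log2 fold change -1.25, standard error 0.24, adjusted p = 0.411). *Capn3*, a calcium-dependent protease of skeletal muscle, had 1.86 ± 0.912 CPM (SD, n = 3) in the mutant pools and 7.03 ± 2.08 CPM (SD, n = 3) in the control pools (log2 fold change -1.91, standard error 0.49, adjusted p = 0.625). *Chrna4*, a nicotinic receptor subunit, had 5.52 ± 1.29 CPM (SD, n = 3) in the mutant pools and 0.835 ± 0.288 CPM (SD, n = 3) in the control pools (log2 fold change 2.71, standard error 0.51, adjusted p = 0.411), and *Slc4a1*, the anion exchanger of red blood cells, 15.9 ± 10.2 CPM (SD, n = 3) in the mutant pools and 2.49 ± 1.77 CPM (SD, n = 3) in the control pools (log2 fold change 2.68, standard error 0.60, adjusted p = 0.553). *Atp13a4* did not pass the filter on low counts and was not tested.

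**Figure D2:**
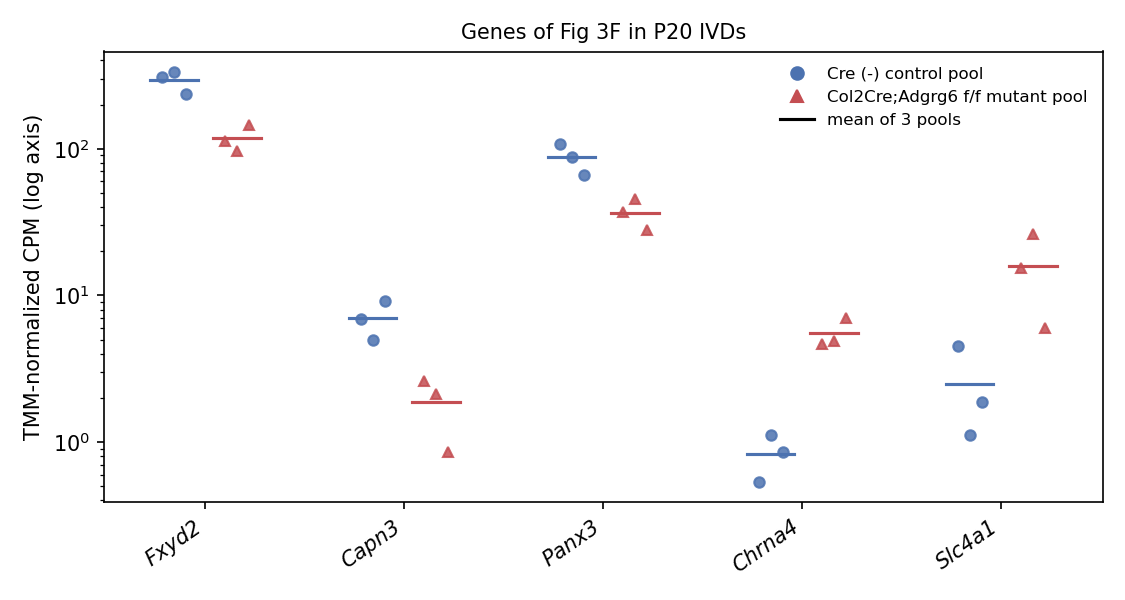
TMM-normalized CPM of 5 genes of Fig 3F in each pool on a log axis; circles are control pools, triangles mutant pools and bars the means of 3 pools. *Fxyd2*, *Capn3* and *Panx3* lie lower and *Chrna4* and *Slc4a1* higher in every mutant pool than in any control pool.

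The study chose the genes of Fig 3F on these samples, so their direction is not independent evidence. Of a broader list of 35 channel, pump and osmotic response genes, 2 were higher, the water channel *Aqp1* (log2 fold change 0.87, standard error 0.23) and the carbonic anhydrase *Car2* (1.08, 0.35), and 3 lower, *Fxyd2*, *Panx3* and *Car12* (-0.74, 0.25), at an unadjusted p under 0.05, and 1 was higher and 2 lower when adjusted over the list alone (median 0.18, camera adjusted p = 0.382). Without control pool 1 that adjusted p was 0.0430, within a range of 0.0430 to 0.987 over all alternatives. *Slc4a1* and *Car2* are also red blood cell genes, and 21 erythroid genes had a median log2 fold change of 0.90 (0.55 to 1.63 with 1 library left out). *Capn3* overlaps *Ganc* on the same strand.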

High osmotic pressure is a characteristic of the IVD [32] and ion channel activity plays a critical role in the regulation of osmotic changes [33, 34]. In agreement, recent analysis of the SM/J isotype mouse model of disc degeneration mice is associated with gene expression changes in ion transport systems [31]. 

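By mean log2 CPM, the fibrous collagens, the annulus and tendon markers and the fibrosis genes stood higher in every mutant pool than in every control pool, while the collagen processing genes overlapped, and markers of prehypertrophic and hypertrophic chondrocytes stood lower on average. None of these lists passed camera with an estimated correlation. Of 18 markers of prehypertrophic and hypertrophic chondrocytes, 5 were lower and 0 higher at an unadjusted p under 0.05, among them *Slc13a5*, a citrate transporter (log2 fold change -1.03, standard error 0.18, adjusted p = 0.373 from edgeR), and 4 were lower when adjusted over the list alone (median log2 fold change -0.32, camera adjusted p = 8.69e-08, adjusted p = 0.217 with an estimated correlation and a range of 7.48e-14 to 0.217). With 1 library left out that median was -0.58 to -0.18. The 5 lower genes include *Ihh*, *Prkg2* and *Panx3*, which the study chose on these samples for Fig 3A, and *Panx3* is also in Fig 3F. This list is thus not independent evidence. *Col10a1* and *Mmp13*, which mark hypertrophic chondrocytes, were not among the 5. Markers of the nucleus pulposus did not pass (median 0.09 over 15 genes, camera adjusted p = 0.382, or 0.0342 without control pool 3 and 0.0253 without mutant pool 2, within a range of 0.0253 to 0.889), nor did hedgehog targets (median -0.04 over 8 genes, camera adjusted p = 0.951).

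**Figure D3:**
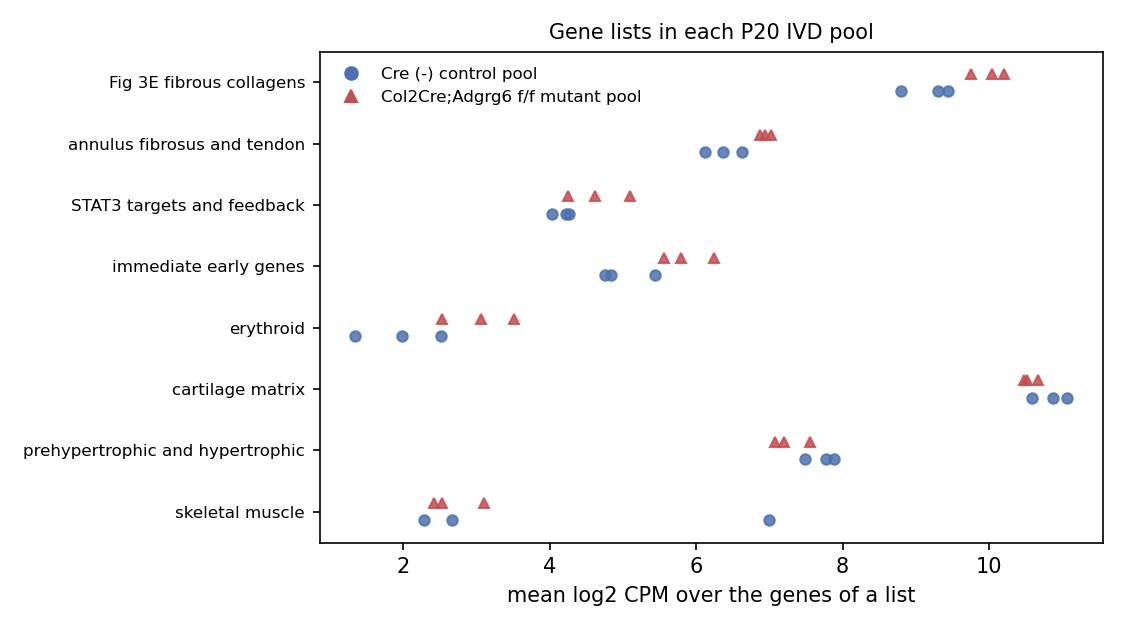
Mean log2 CPM over the genes of 8 lists in each pool; circles are control pools and triangles mutant pools. The fibrous collagens, the annulus and tendon markers and the immediate early genes lie higher in every mutant pool, and the skeletal muscle genes of control pool 1 lie at 7.00.

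Immediate early genes, which respond within minutes to stress such as dissection, also stood higher in every mutant pool than in every control pool. Their mean log2 CPM was 6.25, 5.56 and 5.79 in the mutant pools and 5.44, 4.83 and 4.76 in the control pools. Among the mutant pools they did not follow the collagens of Fig 3E, which were lowest in mutant pool 1 (9.75, against 10.03 and 10.20 in mutant pools 2 and 3). Among the control pools the collagens had the same order as the immediate early genes (9.44, 9.30 and 8.80 in control pools 1, 2 and 3). The order of so few pools cannot tell whether the lists move together. *Egr1* and *Egr2* are also on the annulus and tendon list, and *Ctgf* and *Cyr61* on the fibrosis list.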

Altogether, our transcriptomic analysis of the IVDs in *Col2Cre;Adgrg6*^*f/f*^ mutant mice demonstrated a robust dysregulation of several important pathways and components of the IVD homeostasis, including collagen gene expression, alteration of ion transport components, as well as increased expression of several established catabolic factors prior to the onset of histopathology and disc degeneration. These data suggest that ADGRG6 signaling is a critical regulator of postnatal homeostasis of the CEP and growth plate.

### ADGRG6 regulates STAT3 signaling in cartilaginous cells

RNA-Seq analyses also implicate pro-inflammatory signaling is involved in *Adgrg6* mutant IVDs. For example, pathways associated with inflammation and activation/phosphorylation of STAT proteins (GO: 0042509—regulation of tyrosine phosphorylation of STAT protein) were altered (Fig 3B) and the expression of *suppressor of cytokine signaling* (*Socs*) genes, *Socs3 and Socs1* are expressed 1.9 and 1.6 fold higher in *Col2Cre;Adgrg6*^*f/f*^ mutant mice respectively (Fig 3G). 

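Of 23 cytokine and chemokine genes, 10 passed the filter on low counts, and *Il6* did not. At an unadjusted p under 0.05 the macrophage growth factor *Csf1* (log2 fold change 0.80, standard error 0.23, adjusted p = 0.676 from edgeR) and the stromal chemokine *Cxcl12* (log2 fold change 0.71, standard error 0.30, adjusted p = 0.683) were higher and *Il17b* was lower; when adjusted over the list alone, 1 was higher and 1 lower. The set did not pass (median log2 fold change 0.33, camera adjusted p = 0.413). Of 18 interferon response genes 0 were higher or lower at an unadjusted p under 0.05 in edgeR, and the set did not pass (median -0.05, camera adjusted p = 0.863).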

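*Socs3*, the feedback inhibitor of IL-6 family receptors, was higher in every mutant pool than in every control pool, at 53.9 ± 15.9 CPM (SD, n = 3) in the mutant pools and 25.0 ± 5.26 CPM (SD, n = 3) in the control pools. Its fold change was 2.16 (log2 fold change 1.11, standard error 0.25, adjusted p = 0.553 from edgeR), and it lies on chromosome 11 of GRCm38 from 117966079 to 117970047. *Socs1* had 8.12 ± 3.64 CPM (SD, n = 3) in the mutant pools and 5.06 ± 2.88 CPM (SD, n = 3) in the control pools, a fold change of 1.61 (log2 fold change 0.68, standard error 0.49, adjusted p = 0.788), and its groups overlapped. *Stat3* had 133 ± 18.3 CPM (SD, n = 3) in the mutant pools and 99.1 ± 27.4 CPM (SD, n = 3) in the control pools (log2 fold change 0.42, standard error 0.22, adjusted p = 0.725) and is uncertain, since it overlaps *Stat5a* on the opposite strand. DESeq2 called *Socs3*, and its adjusted p ranged from 0.00113 to 0.999 over all alternatives.

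Of 25 STAT3 targets and feedback genes, *Socs3* among them, 6 were higher and 0 lower at an unadjusted p under 0.05, and 1, *Socs3*, when adjusted over the list alone. The others were *Cebpd*, *Fos*, *Junb*, *Vegfa* and *Icam1*, the last named after its value was seen. *Fos* (1.95, standard error 0.58) and *Junb* (1.27, standard error 0.50) are also immediate early genes. Immediate early genes stood higher in every mutant pool; *Cebpd* and *Junb* overlap genes on the opposite strand. The list had a median log2 fold change of 0.47 (camera adjusted p = 8.69e-08, adjusted p = 0.325 with an estimated correlation and a range of 1.44e-11 to 0.351). That median was 0.34 to 0.73 with 1 library left out. By mean log2 CPM over the list the groups overlapped, with 4.25 in mutant pool 2 and 4.26 in control pool 1, and the highest was mutant pool 1 (5.10). Of 28 JAK-STAT ligands, receptors and kinases, 2 were higher, *Igf1* and *Stat5a*, and 0 lower, with 1 higher when adjusted over the list alone (median 0.19, camera adjusted p = 0.00167, adjusted p = 0.195 with an estimated correlation and a range of 0.00137 to 0.204). *Stat5a* is uncertain as well, with 1849 counts against 7074 for *Stat3* on the opposite strand.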

SOCS3 is known to directly regulate STAT1 (signal transducer and activator of transcription 1) and STAT3 activation [35]. SOCS3 also acts as a negative feedback effector inhibiting IL-6 production which acts to inhibit prolonged IL-6/STAT-3 signaling [36]. Finally, STAT3/IL-6 signaling has been previously implicated in IVD degeneration [37, 38]. For these reasons, we wanted to assay STAT1 and STAT3 activity in the IVD of *ATC;Adgrg6*^*f/f*^ mutant mice.

By IHC analysis, we observed a substantial increase in phosphorylated STAT3 (pSTAT3) signal, the active form of STAT3 protein, in the CEP and the growth plate of the *ATC;Adgrg6*^*f/f*^ mutant mice at 1.5 months (Fig 4B and 4B’), prior to overt histopathology of the disc. Quantification analysis revealed that 16.7% of cells in the mutant IVD are pSTAT3 positive (*n* = 3 mice; 2–3 IVDs/mouse; *n* = 526 cells total), in comparison to 5.2% of the control IVD (*n* = 3 mice; 2–3 IVDs/mouse; *n* = 417 cells total) (Fig 4C). Similar analysis using an antibody against pSTAT1 failed to detect any signal in either genotype (Fig 4D–4F). Together these data demonstrate that ADGRG6 regulates STAT3 activation in the CEP and growth plate of the IVD.

**Fig 4:**
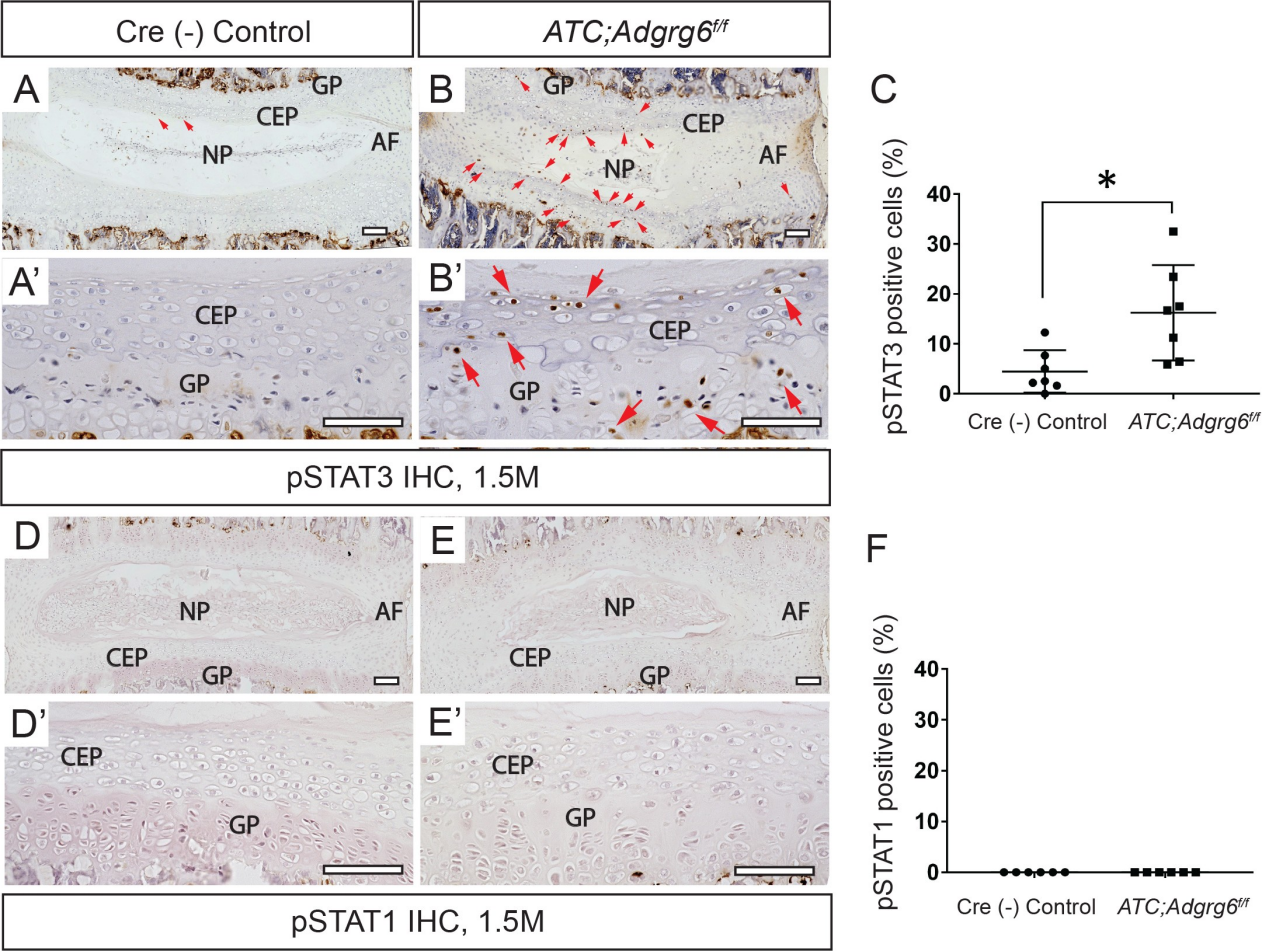
ADGRG6 regulates STAT3 signaling in IVDs. (A-B’) IHC analysis shows increased expression of pSTAT3 (red arrowheads, B, B’) in *ATC;Adgrg6*^*f/f*^ mutant mouse IVD at 1.5 months (induced from E0.5-P20, *n* = 3 for each group.) (D-E’) IHC analysis shows no signal of pSTAT1 in neither Cre(-) nor *ATC;Adgrg6*^*f/f*^ mutant mouse IVD at 1.5 months (induced from E0.5-P20, *n* = 3 for each group.) (C, F) Quantification of positive pSTAT3 (C) and pSTAT1 (F) cells in Cre(-) control or in *ATC;Adgrg*^*f/f*^ mutant mouse IVDs. (*n* = 3 mice for each group, at least two IVDs were scored for each mouse. Dots plot with mean ± SD. *p≤0.05, two-tailed Student's *t* Test.) Scale bars: 200μm in (A, B), and 50μm in (A’, B’). *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.

To better understand the origin of STAT3 activation we analyzed the distribution of macrophages, one of the key immune cells elicited by inflammatory response [39], by checking a well-established macrophage marker CD68 on IVD sections of the *ATC;Adgrg6*^*f/f*^ mutant IVD at 1.5 months. We did not observe any accumulation of macrophages at the CEP and growth plate (S8A and S8B Fig) in these mutant mice, demonstrating that the STAT3 activation is not due to peripheral macrophage infiltration into the IVD. We also assayed CD68 on the 8-month-old *ATC;Adgrg6*^*f/f*^ mutant IVD, but only observe minor signal at the site of herniation (S8D Fig), indicating that endplate-oriented herniations within the growth plate does not invoke a robust immune response.

In order to facilitate more mechanistic studies of ADGRG6 function in chondrogenic tissues, we utilized the ATDC5 mouse cell line which can be induced to form cartilage-like tissue *in vitro* [40]. After 15 days of maturation, the wild type ATDC5 cells robustly express chondrogenesis markers (*Col2a1* and *Sox9*), but not the hypertrophic chondrocyte marker (*Col10a1*) (Figs 5B and S9), which is analogous to cartilaginous cells in CEP and proliferative growth plate. We utilized lentivirus driven CRISPR-Cas9 technique in ATDC5 cells and engineered a stable INDEL mutant with a homozygous 17-bp deletion in exon 3 of *Adgrg6*, predicted to generate a frameshift mutation at amino acid Ser49 resulting in a truncated ADGRG6 protein (Adgrg6^p.Ser49+3fs^) (Fig 5A). The complete reduction of *Adgrg6* expression in our clonal *Adgrg6* mutant cell line (*Adgrg6* KO) suggested a null allele, likely due to non-sense mediated decay of the transcript (Fig 5B). During the course of chondrogenic maturation in unedited ATDC5 cells, *Adgrg6* expression increases with similar kinetics as other chondrogenic markers *Col2a1*, *Sox9* and *Acan* (S9 Fig). Consistent with our observations *in vivo* (Fig 2E–2N and 2O), we observed reduced expression of chondrogenic markers *Sox9* and *Col2a1*, and mild induction of the catabolic enzyme *Mmp13* in *Adgrg6* KO cells, demonstrating a common function of *Adgrg6* in maintaining gene expression profiles in chondrogenic lineages (Fig 5B). We also observed increased expression of hypertrophic marker *Col10a1* in the ATDC5 KO cells (Fig 5B), suggesting precocious maturation and inappropriate initiation of hypertrophy upon loss of ADGRG6 function. Indeed, similar precocious maturation phenotype was observed in *Sox9* haploinsufficiency mice [41], and we also found that the expression level of *Mef2c*, another key regulation of chondrocyte hypertrophy [13, 42], is upregulated in *Adgrg6* KO cells (5.2 fold compared with wild type control, p<0.05), which may also contribute to the induced *Col10a1* expression. Taken together, our data suggest that *Adgrg6* plays a critical role in regulation of normal gene expression profiles in chondrogenic cells. In addition, cleaved-Caspase 3, a key effector of apoptosis, was increased 2-fold in *Adgrg6* KO cells after 10-day maturation (S10 Fig), consistent with our observations of increased cell death in *ATC;Adgrg6*^*f/f*^ mutant mice IVDs (S6 Fig). Consistent with the RNA-seq analysis of *Col2Cre;Adgrg6*^*f/f*^ conditional mutant mice at P20 (Fig 3), we also observed a 5-fold increase in the expression of *Socs3* in *Adgrg6* KO cells (Fig 5C), while *Socs1* was not detectable in either unedited wild-type or *Adgrg6* KO ATDC5 cells. Taken together, the strong correlation between these *in vivo* and *in vitro* findings suggests a cell autonomous function for ADGRG6 for the regulation of typical gene expression profiles and STAT3 activation in cartilaginous cells.

**Fig 5:**
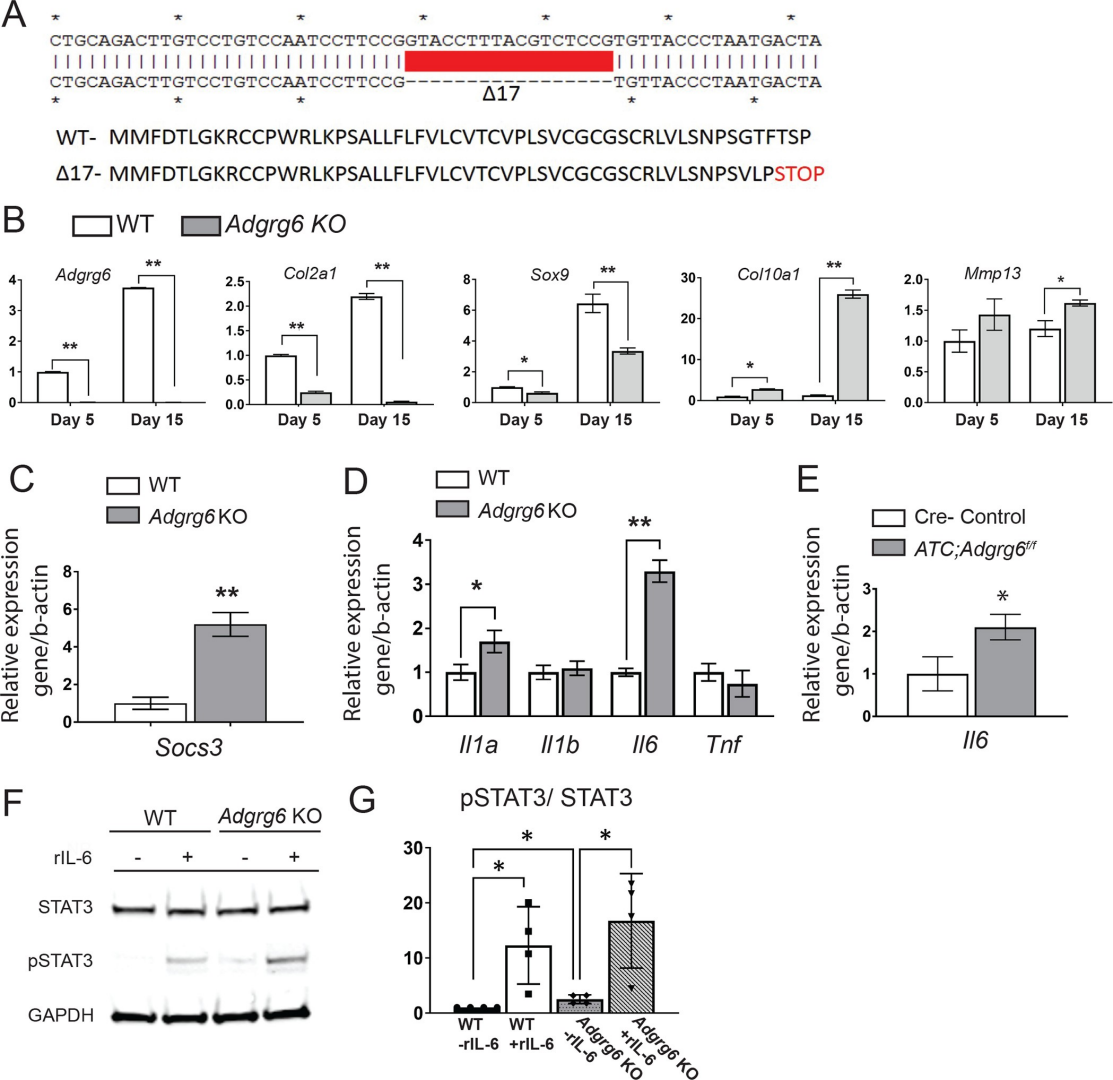
*Adgrg6* regulates gene expression profiles and STAT3 signaling in ATDC5 cell culture. (A) Schematic of a 17-bp deletion of *Adgrg6* from a stable single cell clone of ATDC5 cell line (*Adgrg6* KO). (B) qPCR analyses of gene expression in ATDC5 cells at 5 and 15 days of maturation demonstrates decreased expression of markers of healthy disc, *Col2a1*and *Sox9*, and increased expression of the hypertrophic marker, *Col10a1* and the extracellular matrix modifying enzyme, *Mmp13* in *Adgrg6* KO cells. (C) qPCR analyses revealed increased expression of *Socs3* in *Adrgr6* KO cells after 15 days of maturation. (D) qPCR analysis of *Il1a*, *Il1b*, *Il6* and *Tnf* in ATDC5 cells maturated for 15 days. (E) qPCR analysis of *Il6* expression in 1.5-month-old primary mouse IVDs (induced from E0.5-P20). (B-E, *n* = 3 biological replicates and representative result is shown. Bars represent mean ± SD. *p≤0.05, **p≤0.01, two-tailed Student's *t* Test). (F) Representative Western blot of wild type and *Adgrg6* KO ATDC5 cell lysates showing stimulation of pSTAT3 staining after treatment with recombinant IL-6 (rIL-6) protein in both cell lines, while *Adgrg6* KO cells show a mild constitutive stimulation of pSTAT3 without addition of rIL-6 (*n* = 4 biological replicates and representative result is shown). (G) Densitometry of the Western blot of wild type and *Adgrg6* KO ATDC5 cell with or without IL-6 (rIL-6) treatment. (Each dot represents one biological replicate. Bars plot with mean ± SD. *p≤0.05, two-tailed Student's *t* Test.)

Cytokines including interleukin-6 (IL-6), IL-1, and Tumor necrosis factor alpha (TNF), are known to induce STAT3 phosphorylation through receptor-associated Janus kinases. pSTAT3 can then translocate to the nucleus to regulate many cellular processes, such as cell growth and apoptosis [43]. To better understand the mechanism of ADGRG6-dependent regulation of STAT3 activation, we assayed a panel of known pro-inflammatory cytokines *Il1a*, *Il1b*, *Il6* and *Tnf* in *Adgrg6* KO cells maturated for 15 days, observing increased expression of both *Il1a* and *Il6* expression (Fig 5D). Importantly, increased expression of *Il6* was also observed in *ATC;Adgrg6*^*f/f*^ mutant IVDs at 1.5 months of age (Fig 5E).

IL-6 can not only stimulate the production of catabolic enzymes, but also can suppress the expression of anabolic genes, including *Sox9*, *Col2a1*, and *Acan* [44]. To determine whether increased *Il6* expression was coupled with activation of STAT3 upon loss of ADGRG6 function, we assayed the ability of ATDC5 cells to respond to recombinant IL-6 protein (rIL-6) during chondrogenic maturation *in vitro*. Western blot analysis demonstrated that rIL-6 effectively stimulates increased expression of pSTAT3 in both unedited wild type and *Adgrg6* KO cells (Fig 5F and 5G). Interestingly, we revealed a low level of increased pSTAT3 expression in *Adgrg6* KO cell lysates that were not stimulated by rIl-6 (Fig 5F and 5G). These *in vitro* results further demonstrate that ADGRG6 regulates STAT3 activation in cartilaginous cells in a cell autonomous manner through increased paracrine and/or autocrine mediated IL-6 signaling.

### STAT3 blockade protects against the formation of endplate-oriented herniations in *Adgrg6* mutant mice

To further define the role of STAT3 signaling on the pathogenesis of endplate-oriented disc degeneration, we next tested if systemic inhibition of STAT3 activation could ameliorate these defects *in vivo*. We choose to utilize the constitutive *Col2Cre;Adgrg6*^*f/f*^ conditional mutant mice for this experiment in order to limit stress on the mice and avoid exposure to Dox as potential confounding variable prior to long-term (16-week) treatment with the STAT3 inhibitor, Stattic.

Importantly, these constitutive conditional *Col2Cre;Adgrg6*^*f/f*^ mutant mice display no obvious histopathology of IVD and growth plate at P20 (S7B and S7B’ Fig), yet exhibit adult-onset endplate-oriented herniations by histology at 8 months (S7D and S7D’ Fig), while the annulus fibrosus and nucleus pulposus is unremarkable when visualized at the midline (S7E Fig). We set up a treatment regime where in both Cre (-) control and mutant groups would receive Stattic, a nonpeptidic STAT3 inhibitor (25mg/kg, dissolved in DMSO/PBS/Tween-20), [45], or placebo (DMSO/PBS/Tween-20) via i.p. injection for 16 weeks beginning at 1.5 months and imaged at 6 months. IHC staining of pSTAT3 and quantification analysis revealed that after two weeks of Stattic treatment, the percentile of pSTAT3 positive cells was significantly reduced in the Stattic treated mutant mice (Fig 6F and 6G) compared with the placebo treated mutant mice (Fig 6E and 6G), but was not distinguishable from the placebo treated Cre(-) control mice (Fig 6D and 6G), demonstrating efficient inhibition of the STAT3 signaling by systemic Stattic treatment.

**Fig 6:**
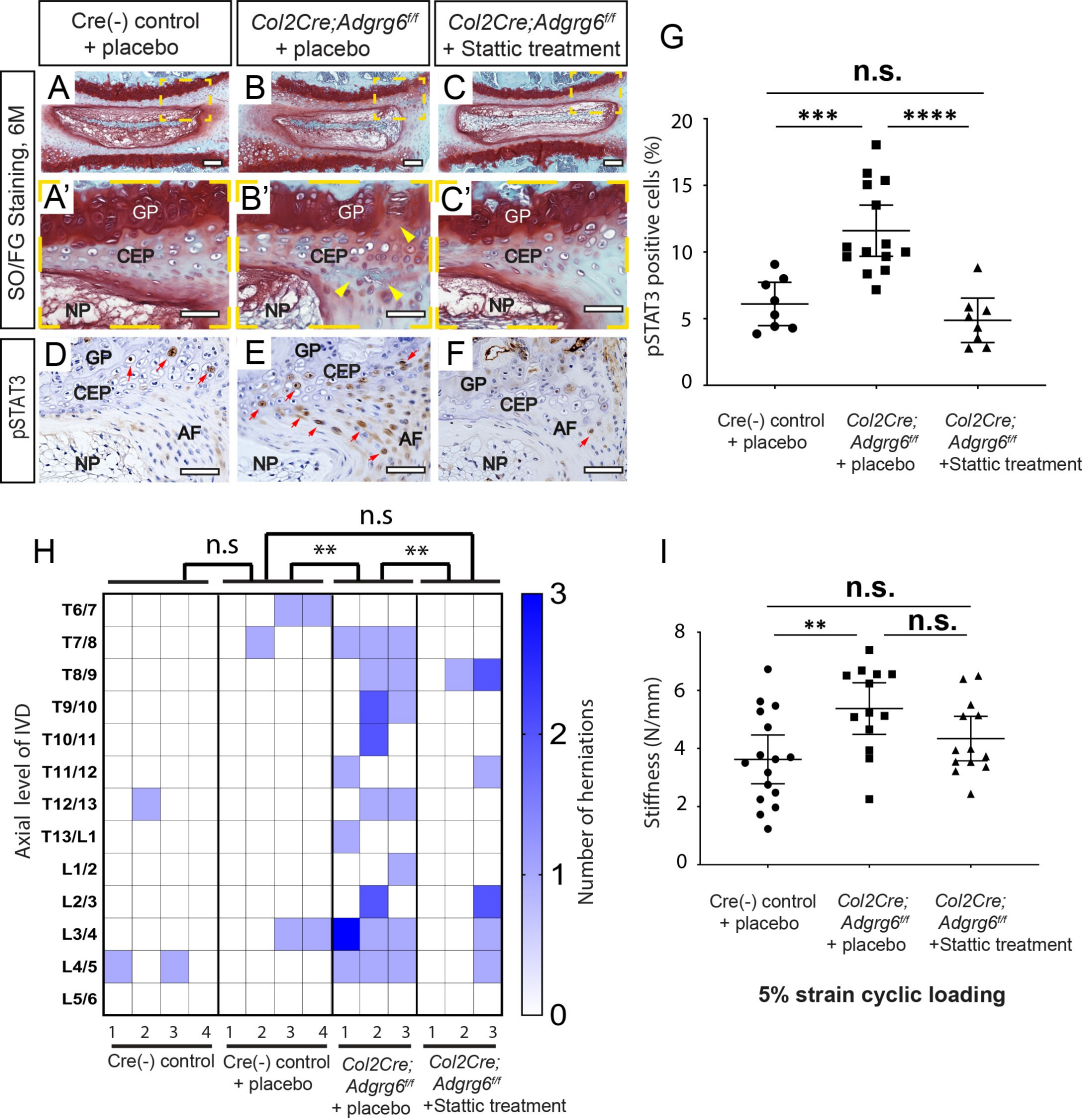
Inhibition of STAT3 by Stattic alleviates the formation of disc herniations and disc stiffness attributed to loss of ADGRG6 function. (A-C’) Representative Safranin-O/Fast green staining and (D-F) pSTAT3 IHC in medial-sectioned mouse IVD from placebo-treated Cre (-) control (A-A’, D), placebo-treated *Col2Cre;Adgrg6*^*f/f*^ mutant (B-B’, E), and Stattic treated *Col2Cre;Adgrg6*^*f/f*^ mutant mice (C-C’, F) by the age of 6 months (A-C’) or 2 months (D-F) (*n* = 3 mice for each group). *Col2Cre;Adgrg6*^*f/f*^ mutant mice display defects of the IVD including lesions and clefts in the CEP and GP (yellow arrowheads, B’) and increased, expression of pSTAT3 in CEP and AF (red arrowheads, E), which is reduced by Stattic treatment (C-C’, F). (G) Quantification of positive pSTAT3 cells in Cre (-) control or in *Col2Cre;Adgrg6*^*f/f*^ mutant mice mutant mouse IVDs by the age of two months after two weeks of Stattic treatment. (*n* = 3 mice for each group, two to five IVDs were scored for each mouse. Dots plot with mean ± SD. ***p≤0.001, ****p≤0.0001, One way ANOVA followed by Tukey HSD test. n.s, not significant.) (H) Heat map to represent contrast-enhanced microCT data from 6-month-old mice from three experimental groups: four placebo-treated Cre (-) controls; three placebo-treated *Col2Cre;Adgrg6*^*f/f*^ mutants; and three Stattic-treated *Col2Cre;Adgrg6*^*f/f*^ mutants. Plotted by the axial level of the IVD (left axis) and the number of herniations (right axis) observed in each mouse. (**p≤0.01, One way ANOVA followed by Tukey HSD test. n.s, not significant.) (I) Mechanical testing on lumbar discs isolated from the same samples imaged in (H) using 5% strain cyclic loading. (Three to five IVDs were analyzed /mouse. Dots plot with mean ± 95% CI. **p≤0.01, One way ANOVA followed by Tukey HSD test. n.s, not significant.) Scale bars: 200μm in (A-C), 50μm in (A’-C’) and (D-F). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.

By contrast-enhanced μCT imaging of the placebo treated *Col2Cre;Adgrg6*^*f/f*^ mutant mice at 6 months, we quantified an average of 9.6 herniations/mouse (*n* = 3 mice; 29 total herniations from 39 total IVDs imaged) (Fig 6H). In this background, Cre (-) littermate controls displayed rare occurrences of endplate-oriented herniations in both the placebo-injected (*n* = 4 mice; 5 total herniations from 52 total IVDs imaged) and uninjected (*n* = 4 mice; 3 total herniations from 52 total IVDs imaged) groups (Fig 6H). Importantly, we observed a decrease in the incidence of endplate-herniations in *Col2Cre;Adgrg6*^*f/f*^ mutant mice treated with Stattic for 16-weeks (*n* = 3 mice; 9 total herniations from 39 total IVDs imaged) (Fig 6H). One way ANOVA followed by Tukey HSD test indicated that the mean score for the Stattic-treatment condition ((M)ean = 0.23, SD = 0.54) was significantly different (*p*<0.01) than the placebo-treated *Col2Cre;Adgrg6*^*f/f*^ mutant mice (M = 0.74, SD = 0.56), but did not differ significantly from the placebo-treated Cre (-) control littermates (M = 0.096, SD = 0.09) (S3 Table). Post-hoc analysis shows a medium effect size (Cohen’s δ: 0.7859) comparing the Stattic treatment and placebo *Col2Cre;Adgrg6*^*f/f*^ mutant mice (S3 Table). Given that 100% of *Col2Cre;Adgrg6*^*f/f*^ mutant mice displayed endplate-oriented herniations at 8 months, an a priori power analysis (assuming effect size 0.5; power of 0.99) suggested that we would need to image 40 discs per group to see a significant effect with a power of 0.99 between any two groups.

To understand if Stattic treatment also improve the biomechanical properties, we isolated lumbar discs (L1/2-5/6) from the same mice after contrast-enhanced μCT imaging for dynamic mechanical testing (*n* = 4 for placebo-treated Cre (-) controls, 16 discs; *n* = 3 for placebo-treated *Col2Cre;Adgrg6*^*f/f*^ mutants, 13 discs; and *n* = 3 for Stattic-treated *Col2Cre;Adgrg6*^*f/f*^ mutants, 13 discs). We demonstrated that, under 5% strain cyclic loading, placebo-treated *Col2Cre;Adgrg6*^*f/f*^ mutant IVDs showed significant increase in the stiffness (5.37±1.43 N/mm) compared with the placebo-treated Cre (-) controls (3.63±1.58 N/mm) (Fig 6I, p<0.01, One way ANOVA followed by Tukey HSD test). Importantly, after 16 weeks of Stattic treatment, the stiffness of the Stattic-treated *Col2Cre;Adgrg6*^*f/f*^ mutant IVDs reduced to 4.34±1.27 N/mm, which is not statically significant from neither the placebo-treated Cre (-) control group, nor the placebo-treated *Col2Cre;Adgrg6*^*f/f*^ mutant group (Fig 6I, One way ANOVA followed by Tukey HSD test), suggesting a partial rescue of the increased stiffness in the *Col2Cre;Adgrg6*^*f/f*^ mutant IVDs after Stattic treatment. We also performed a correlation analysis (Pearson’s r) of the dynamic mechanical testing data and the contrast-enhanced μCT imaging generated from the same lumbar discs in these three experimental group. We found no significant correlation between these variables in individual disc (S12 Fig). This could be due to the limitation that the mechanical testing was only reliable for the lumbar discs [21].

We observed increased pSTAT3 expression in the placebo-treated *Col2Cre;Adgrg6*^*f/f*^ mutant mice compared to Cre (-) control mice treated with placebo (p≤0.001) (Fig 6D, 6E and 6G). Importantly, Stattic treatment was observed to decrease the number pSTAT3 positive cells in the IVD of *Col2Cre;Adgrg6*^*f/f*^ mutant mice (p≤0.0001) (Fig 6F and 6G), comparable to the incidence observed in Cre (-) littermate control IVDs. Next, we assayed several other markers of degenerative IVD in these Stattic-treatment experimental groups. We found that COLX expression in the CEP was reduced in Stattic-treated *Col2Cre;Adgrg6*^*f/f*^ mutant mice compared with the placebo-treatment groups (S11A–S11C’ Fig). In contrast, Stattic treatment had little effect on the general reduction of COLII and SOX9 expression observed in *Col2Cre;Adgrg6*^*f/f*^ mutant mice, similar results were observed by qPCR analysis of gene expression in Stattic-treated *Adgrg6* KO ATDC5 cells undergoing maturation (S11J Fig). These data suggest that additional effectors of ADGRG6 function, apart from STAT3 signaling, are required for maintenance of normal gene expression profiles in CEP and growth plate.

Taken together, our studies demonstrated that dysregulation of STAT3 signaling is associated with endplate-oriented herniations in the IVD of *Adgrg6* conditional mutant mice. Blockade of STAT3 signaling by Stattic treatment can protect against the formation of the endplate-oriented herniations in these mutant mice, potentially through a restoration of normal biomechanical properties of the disc. These results demonstrate that dysregulation of STAT3 signaling can drive endplate-oriented disc herniation, and ADGRG6/STAT3 signaling is a promising therapeutic target for degenerative joint disorders.

## Discussion

In this study, we establish for the first time that ADGRG6 signaling acts as a positive regulator of homeostatic mechanisms of the CEP and growth plate. Loss of homeostasis is observed based on global changes in gene expression in the *Adgrg6* mutants IVD tissues including: alterations of several anabolic and catabolic factors, increased expression of collagens associated with fibrotic and degenerative cartilage tissues, and increased STAT3 activation. Histological analysis of several of these factors showed altered expression specifically in the CEP and growth plate. We further demonstrate that alterations of protein and gene expression in the IVD and growth plate and increased mechanical stiffening of the discs occur during early postnatal development (P20-1.5M), several months prior to obvious histopathology and endplate-oriented herniations observed in adult mice. We suggest that these transcriptional changes coupled with mild increases in cell death lead to a general stiffening of the IVD, which in turn synergistically contributes to the formation of the endplate-oriented disc herniation in adult mice. Finally, we show that inhibition of STAT3 activation provides a protective effect against the formation of the endplate-oriented disc herniations in ADGRG6 mutant discs and growth plate tissues. This is important given the positive association of increased STAT3 signaling and multiple degenerative joint diseases, including disc degeneration [46], disc herniation [47], and osteoarthritis [48] in humans.

We demonstrate that ADGRG6 acts as a cell autonomous regulator of the STAT3 signaling in vivo and in cartilagenous cell culture. The role in vivo of ADGRG6 appears to be most specific to the CEP and growth plate, as other IVD tissues were not greatly affected even out to 8-months of age. However, a more direct test of the specific role of *Adgrg6* in the nucleus pulposus or annulus fibrosus tissues of the IVD is warranted. It will also be interesting to test if blockade of STAT3 signaling has a general protective effect of CEP integrity, not dependent on ADGRG6 function. However, to our knowledge there is not a well-established alternative experimental mouse model of endplate-oriented disc herniations to test this. Finally, it will be important to determine how STAT3 signaling contributes to histopathology observed in other models of disc degeneration including models with lateral herniations and/or pathology of the nucleus pulposus or annulus fibrosus.

The role of ADGRG6 appears to be largely dispensable for embryonic and early postnatal developmental of the IVD, yet is critical for postnatal mechanisms of homeostasis. We demonstrate that ADGRG6 is important for maintaining normal expression of SOX9 in vivo and in chondrogenic ATDC5 cell culture, where we observed reduced expression of *Sox9* along with its direct target gene *Col2a1* in *Adgrg6* KO cells. SOX9 is a master transcription factor for both chondrogenesis during embryonic development [49] and cartilage maintenance during postnatal development [50], in the IVD. Regulation of *Adgrg6* and *Sox9* was also reported in the cartilaginous semicircular canal which similarly display altered expression of several extracellular matrix genes, as well as, decreased expression of *sox9b* in *adgrg6/gpr126* mutant zebrafish [10]. Genetic ablation of *Sox9* in cartilaginous tissues in adult mice leads to reduction of *Adgrg6/Gpr126* expression, as well as many pathological similarities of the IVD as we described in this work, including increased cell death and alterations of extracellular matrix gene expression [50]. In contrast, *Sox9* mutant mice exhibit more severe IVD defects including decreased disc height and loss of proteoglycan staining. This differences in pathology may be explained by an incomplete or perhaps more gradual loss of SOX9 expression in the conditional *Adgrg6* mouse models presented here, which may stimulate undefined compensatory mechanisms [51]. These data suggest that ADGRG6 and SOX9 have some degree of co-regulation in cartilaginous tissues. The identification of factors that govern this regulation and how this mechanistically contributes during homeostasis and disease warrants further investigation.

We previously demonstrated a critical role for *Adgrg6* in the formation of scoliosis in young mice (onset at around P20-P40) [11]. Here we demonstrate a novel defect of endplate-oriented disc herniations in both *Col2Cre;Adgrg6*^*f/f*^ and *ATC;Adgrg6*^*f/f*^ adult mutant mouse (at 6 to 8 months of age). The incidence of scoliosis in *Col2Cre;Adgrg6*^*f/f*^ is ~80%, while only ~12% of *ATC;Adgrg6*^*f/f*^ mutant mice display spine curvatures. In contrast, endplate-oriented herniations were observed in ~100% of conditional *Adgrg6* mutant mouse models. The localization of post-natal onset scoliosis in both models is localized to the thoracic spine, while the formation of endplate-oriented herniations is observed in both thoracic and lumbar sections of the spine. From this, we suggest that the mechanisms promoting the formation of endplate-oriented disc herniations in adult mice are partially independent from the pathogenesis of postnatal-onset idiopathic scoliosis in these mutant mice. However, it is tempting to speculate that alterations of the mechanical properties of the IVD during postnatal development underlie the susceptibility of scoliosis during early postnatal development and may also promote endplate-oriented herniations in adults as well. Additional ongoing studies are seeking understand the cellular pathogenesis underlying *Adgrg6*-dependent scoliosis and how spine curvature is related to molecular changes in the CEP and growth plate *Adgrg6* mutant mice.

Using an innovative contrast-enhanced μCT imaging approach of the intact mouse spine, we for the first time describe the appearance and distribution of the endplate-oriented herniations in mice. Using this approach, we also observed a low frequency of endplate-oriented disc herniations in some Cre(-) control mice suggesting variable genetic susceptibility of this adult-onset pathology in mouse. Standard histology can easily miss subtle defects of the IVD, as we illustrate in adjacent sections from several independent *Adgrg6* conditional mutant mice (S2 and S4 and S7 Figs). Given the high resolution of the contrast-enhanced μCT imaging and ease of imaging the intact mouse spine we suggest this technique is a superior method for the identification of age-related defects of the IVD. In the future, it will be interesting to apply comprehensive contrast-enhanced μCT imaging to determine how prevalent endplate defects are in a variety of inbred strains during aging.

**Fig 7:**
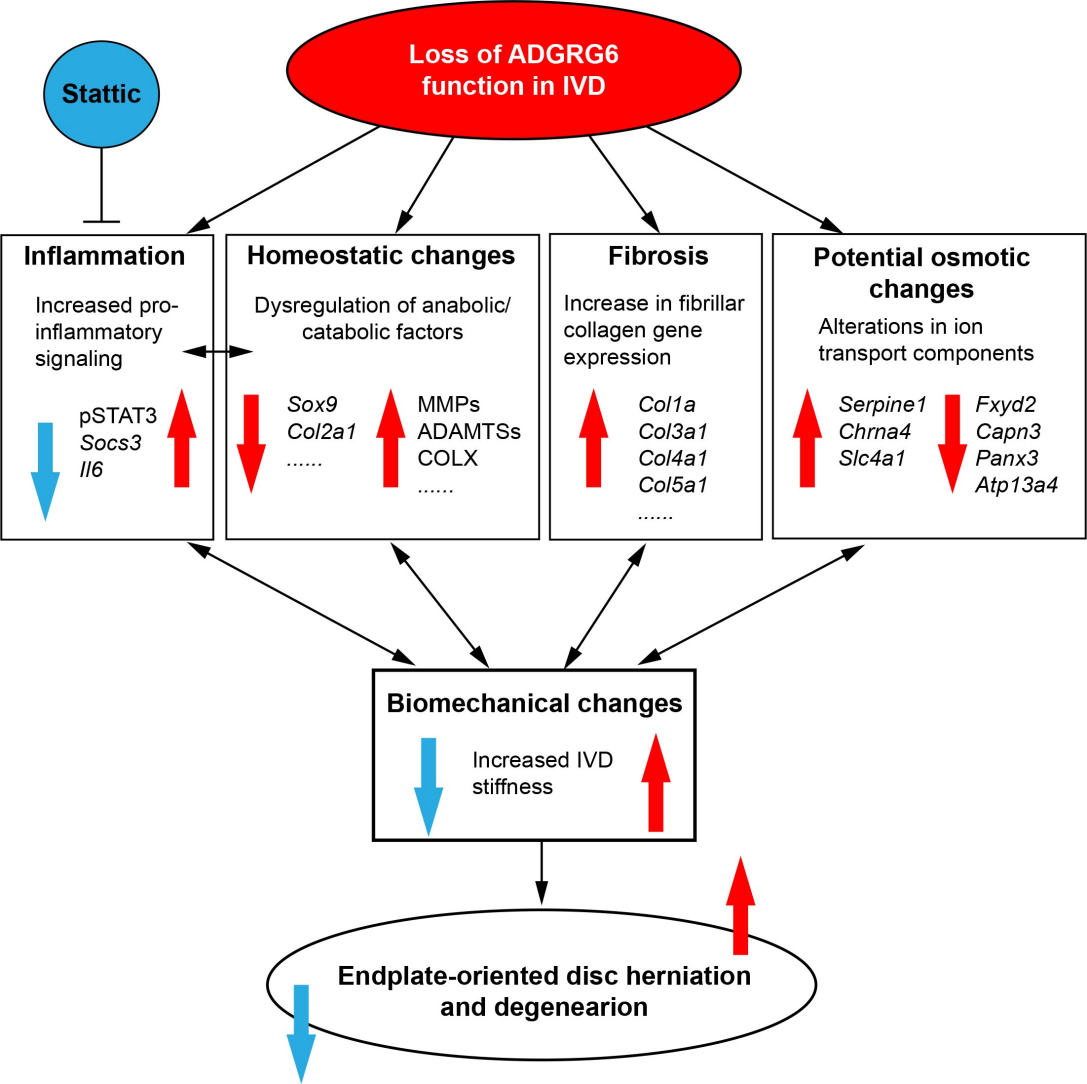
A model of ADGRG6 in regulating IVD integrity. Loss of ADGRG6 function in cartilaginous tissues of the IVD leads to increased pro-inflammatory singling (especially STAT3 signaling), dysregulation of anabolic and catabolic factors, fibrosis of the disc, and potential osmotic changes of the disc in young mice. These changes synergistically weaken the IVD and result in altered biomechanical changes (increased disc stiffness), and ultimately leads to endplate-oriented disc herniation in adult mice. Inhibition of STAT3 signaling by Stattic treatment can alleviates the formation of disc herniations and partially rescue the disc stiffness upon loss of ADGRG6 function.

Our findings support a model where increased disc stiffness in young *Adgrg6* mutant mice proceed the onset of endplate-oriented disc herniations. We demonstrate the upregulation of multiple collagen genes associated with fibrosis in postnatal mice (P20), which is expected to result in disturbed stress distribution of the IVD and concentrate loading at the CEP. This shift in disc mechanics is postulated to increase the risk of CEP fractures, decreases nutrient supply, and the lead to the formation of disc herniations [6, 52–54]. Several studies have shown that different combinations of mechanical loads (e.g. torsion, rotation, and flexion) applied to the disc lead to peak strain locations at both disc-bone interface and in the annulus fibrosus, which can ultimately lead to disc failure [55–57] and suggests that defects in the CEP and growth plate in mice may increase the risk for endplate-oriented disc herniation. Moreover, the adult IVD is thought to be an avascular tissue, as such, its major source of nutrient flux occurs via diffusion through the CEP [58]. As such, CEP sclerosis and reduced nutrient supply in the IVD is correlated with increased expression of collagen genes associated with fibrosis, catabolic enzymes, and expression of COLX [59, 60]. In this way, a viscous cycle comprising increased expression of catabolic enzyme activity, pro-inflammatory factors, and apoptosis, can further exacerbate the integrity of the IVD leading to endplate-oriented herniation during adult development [6, 54]. In conclusion, we suggest that changes of typical collagen expression in the disc coupled with increased expression of other catabolic factors such as MMPs and ADAMTSs, act synergistically to weaken the CEP and growth plate and contribute to the stiffness of the IVD and ultimately increase the susceptibility of the endplate-oriented disc herniation in this mouse model (Fig 7).

We also demonstrate an upregulation of STAT3 signaling in *Adgrg6* conditional mutant mice, prior to overt histopathology. Analysis of *Adgrg6* KO ATDC5 cells in culture demonstrate that the activation of the IL-6/STAT3/*Socs3* pathway is an intrinsic property of cartilaginous cells and that this is regulated by ADGRG6 function. Increased expression of IL-6 and activation of STAT3 (pSTAT3) has been observed in human patients with disc degeneration and disc herniation [38, 61]; circulating IL-6 is positively associated with radiographic osteoarthritis and loss of knee cartilage loss in humans [62]; and IL-6/STAT3 signaling is activated in trauma-induced osteoarthritis [63, 64]. Here we show that systemic inhibition of STAT3 signaling with Stattic [45] acts to alleviate the onset and progression of endplate-oriented herniations of the IVD, which was recently also demonstrated to improve joint remodeling in a post-traumatic osteoarthritis model in mouse [64]. Together these studies underscore the need to further elaborate on the role of STAT3 activation for the initiation and progression of other degenerative joint disorders. Altogether, this study provides multiple supporting evidence of the regulatory role and therapeutic value of ADGRG6/STAT3 signaling for the onset and progression of endplate-specific disc defects.

## Materials and methods

### Ethics statement

All animal research was conducted according to federal, state, and institutional guidelines and in accordance with protocols approved by Institutional Animal Care and Use Committees at University of Texas at Austin (AUP-2018-00276).

### Mouse strains

Mice were housed in standard cages and maintained on a 12-hour light/dark cycle, with rodent chow and water available ad libitum. All mouse strains were described previously, including *Adgrg6*^*f/f*^ (Taconic #TF0269) [65]; *Rosa26;LacZ* (B6;129S-*Gt(ROSA)26Sor*/J) [66]; *ATC* [13], and *Col2Cre* [67]. Doxycycline (Dox) was administered to *ATC; Adgrg6*^*f/f*^ mice and littermate controls with two strategies: (i) inducing from embryonic day (E)0.5-postnatal day (P)20 by ad libitum feeding of Dox-chow (Test Diet, 1814469) to plugged isolated females, and supplemented with intraperitoneal (IP) injections of the pregnant dames once/week (10mg Dox/kg body weight) throughout the pregnancy until the pups were weaned at P20; (ii) inducting from P1-P20 by ad libitum feeding of Dox-chow to the mothers after the pups were born, and supplemented with intraperitoneal (IP) injections of the mothers once/week (10mg Dox/kg body weight) until the pups were weaned at P20. *ATC; Rosa-LacZ*^*f/+*^ mice were induced with the same strategies. STAT3 inhibitor Stattic (25mg/kg, dissolved in DMSO) or placebo (DMSO/PBS/Tween-20) were administered to *Col2Cre; Adgrg6*^*f/f*^ mutant mice or Cre (-) littermate controls via i.p. injection once/week for 16 weeks beginning by the age of 1.5 months. Mice were harvested at P2, P20, 1.5 months, 6 months and 8 months of age.

### Analyses of mice

Histological analysis was performed on thoracic spines fixed in 10% neutral-buffered formalin for 3 days at room temperature followed by 1-week decalcification in Formic Acid Bone Decalcifier (Immunocal, StatLab). After decalcification, bones were embedded in paraffin and sectioned at 5μm thickness. Safranin O/Fast Green (SO/FG) and Alcian blue Hematoxylin/Orange G (ABH/OG) staining were performed following standard protocols (Center for Musculoskeletal Research, University of Rochester). Immunohistochemical analyses were performed on paraffin sections with traditional antigen retrieval and colorimetric development methodologies with the following primary antibodies: anti-Collagen II (Thermo Scientific, MS235B), anti-Collagen X (Quartett, 1-CO097-05), anti-SOX9 (Santa Cruz Biotechnology, sc-20095), anti-Lubricin (PRG4) (Abcam, ab28484), anti-MMP-13 (Thermo Scientific, MS-825-P), anti-IL-6 (Abcam, ab6672), and anti-phospho-STAT3 (Cell Signaling, #9145). The Terminal deoxynucleotidyl transferase dUTP Nick-End Labeling (TUNEL) cell death assay was performed on paraffin sections with the In Situ Cell Death Detection Kit, Fluorescein (Roche) according to the manufacturer’s instructions. The b-galactosidase staining was performed on frozen sections as previously described [63]. Spines were harvested and fixed in 4% paraformaldehyde for 2 hours at 4°C and decalcified with 14% EDTA at 4°C for 1 week. Tissues were washed in sucrose gradient, embedded with Tissue-Tek OCT medium, snap-frozen in liquid nitrogen, and sectioned at 10μm with a Thermo Scientific HM 550 cryostat. *In situ* hybridization using a Digoxygenin-labeled antisense riboprobe for *Adgrg6* was performed on 5μm paraffin sections as described previously with modifications [11], and detected with either a chromogenic substrate (BM Purple, Roche) or a tyramine-amplified fluorescent antibody (Perkin Elmer).

### Cell culture

ATDC5 cells (Sigma, 99072806) were maintained in DMEM/F-12 (1:1) medium (Gibco, 11330032) supplemented with 5% FBS and 1% penicillin/streptomycin. ATDC5 cells were maturated in DMEM/F-12 (1:1) medium supplemented with 5% FBS, 1% penicillin/streptomycin, 1% ITS premix (Corning, 354352), 50μg/ml ascorbic acid, 10nM dexamethasone, and 10ng/ml TGF-β3 (Sigma, SRP6552) for 5, 10, and 15 days.

Both wild type and *Adgrg6* KO ATDC5 cells were treated with 100ng/ml recombinant human IL-6 protein (rIL-6) (R&D System, 206-IL) for 2 hours before protein extraction. Both wild type and *Adgrg6* KO ATDC5 cells were treated with 10nM Stattic in maturation medium for 10 days before RNA extraction.

### Generation of the *Adgrg6* KO cell line

CRISPR reagents were generated to target the 3rd exon of mouse *Adgrg6* (ENSMUST00000041168.5) using the following oligos: *Adgrg6*-g33-fwd ACACCGAGGGTAACACGGAGACGTAAG and *Adgrg6*-g33-rev AAAACTTACGTCTCCGTGTTACCCTCG and cloned into a lentiviral packing vector (lentiCRISPR v2 was a gift from Feng Zhang (Addgene plasmid # 52961)) along a pCas9_GFP (a gift from Kiran Musunuru (Addgene plasmid # 44719)). Lentiviral particle packaging was in A293T cells using standard 3rd generation approach (https://tronolab.epfl.ch/page-148635-en.html). Human embryonic kidney (HEK) 293T cells (Sigma) were maintained in DMEM supplemented with 10% fetal bovine serum, 2mM GlutaMAX (Life Technologies), 100U/ml penicillin, and 100ug/mL streptomycin at 37°C with 5% CO_2_ incubation. 293T cells were seeded into 6cm plates (Corning) one day prior to transfection at a density of 2x10^6^ cells per well. 293T cells were transfected using FUGENE 6 (Promega) following the manufacturer’s recommended protocol. For each plate, a total of 0.5ug of each plasmid was used. At 2 and 4 days post transfection, the cell media was collected and filtered with 0.45 μM filter (Corning) and stored at -80°C.

ATDC5 were plated in 6-well plates to 80% confluency and lentiviral transduction was using diluted viral media with 0.1% polybrene (EMD Millipore) for 24 hours followed by selection with 4μg/ml Blastocidin and Puromycin for 5 days post transfection. Serial dilution under selection was used to identify individual clones, expanded colonies were screened for INDEL mutations using *Adgrg6*-ex3-fwd—TTGACAGTTACTGCTTGATGCCCCC and *Adgrg6*-ex3-rev- CCCTTGGCAGTCGCTCCACAGAATT primers and amplicons were screen by Sanger sequencing to identify homozygous clones.

### RNA isolation and qPCR

Entire intervertebral discs from the thoracic and lumbar spine (T8-L5) of the 1.5-month old *ATC; Adgrg6*^*f/f*^ and control mice were isolated in cold PBS, snap frozen and pulverized in liquid nitrogen. Total RNA from intervertebral discs was isolated using the TRIzol Reagent (Invitrogen, 15596026), and cleaned up with the Direct-zol RNA miniprep kit (Zymo Research, Z2070). Total RNA of the cultured ATDC5 cells was isolated using the RNAeasy mini kit (Qiagen, 74104). Reverse transcription was performed using 1μg total RNA with the iScript cDNA synthesis kit (BioRad). Reactions were set up in technical and biological triplicates in a 96 well format on a BioRAD CFX96 real-time PCR detection system, using SYBR green chemistry (SsoAdvanced, BioRad). The PCR conditions were 95°C for 3 min followed by 40 cycles of 95°C for 10s and 58°C for 30s. Gene expression was normalized to *b-actin* mRNA and relative expression was calculated using the 2^-(ΔΔCt)^ method. All qPCR primers sequences are listed in S4 Table. PCR efficiency was optimized and melting curve analyses of products were performed to ensure reaction specificity.

### RNA isolation, library construction and sequencing

Entire intervertebral discs from the thoracic and lumbar spine (T8-L5) of the P20 *Col2Cre; Adgrg6*^*f/f*^ and control mice were isolated in cold PBS, snap frozen and pulverized in liquid nitrogen. Total RNA was extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer's procedure. The total RNA quantity and purity were analyzed on Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN number >7.0. Total RNA was subjected to isolate Poly (A) mRNA with poly-T oligo attached magnetic beads (Invitrogen). RNA fragments were reverse-transcribed to create the final cDNA libraries following the NEBNext Ultra RNA Library Prep Kit (Illumina, San Diego, USA), paired-end sequencing was performed. All raw reads are available as GSE128402 in the NCBI Gene Expression Omnibus.

### Bioinformatics analysis

#### Transcripts assembly

Cutadapt [68] and perl scripts in house were used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases. Then sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). We used HISAT2 [69] to map reads to the genome of Mus Musculus (GRCm38.88). The mapped reads of each sample were assembled using StringTie [70]. Then, all transcriptomes from biological samples were merged to reconstruct a comprehensive transcriptome using perl scripts and gffcompare. After the final transcriptome was generated, StringTie [71] and Ballgown [70] was used to estimate the expression levels of all transcripts.

#### Different expression analysis of mRNAs

StringTie [71] was used to perform expression level for mRNAs by calculating FPKM. The differentially expressed mRNAs were selected with log2 (fold change) >1 or log2 (fold change) <-1 and with statistical significance (p value < 0.05) by R package Ballgown [70].

### Western blotting

For western blotting analysis, total proteins were extracted from cells with protein extraction buffer [50mM HEPES, 1.5mM EDTA (pH 8.0), 150mM NaCl, 10% glycerol, 1% Triton X-100] supplemented with protease and phosphatase inhibitors (Roche). 10mg of protein from each sample was resolved by 4–15% SDS-polyacrylamide gel electrophoresis and transferred to the nitrocellulose membranes. Western blots were then blocked with LI-COR blocking buffer and incubated overnight with primary antibodies anti-STAT3 (Cell Signaling, #4904), anti-pSTAT3 (Cell Signaling, #9145), and anti-GAPDH (Cell Signaling, #2118) at 4°C with gentle rocking. The next day western blots were detected with the LI-COR Odyssey infrared imaging system.

### Contrast-enhanced μCT imaging and segmentation

Samples undergoing contrast-enhanced micro-computed tomography (μCT) were blinded and incubated in a 35%w/v solution Ioversol in PBS (OptiRay 350, Guerbet, St. Louis) supplemented with 1% penicillin–streptomycin at 37C one day prior to scanning. Immediately prior to scanning, the sample was removed from the solution and wrapped in PBS-soaked gauze. These samples were mounted in 2% agarose gels and then scanned using the microCT40 system (Scanco Medical, CH) operating at 6 μm voxel size (45kVp, 177uA, 300 ms integration). Following our previous method for segmentation of murine IVDs [15, 72], the μCT CT data is exported as a DICOM file for further processing. Following an initial median filter (sigma = 0.8, support = 3), bone is then thresholded out, and the soft tissue not part of the IVD was removed by drawing contours around the outer edge of every five transverse slices of the AF and morphed using a linear interpolation. The remaining voxels are designated as the whole disc mask. From the masks of the whole disc, volumes and average attenuations (intensity) are calculated. The volume was determined from the total number of voxels contained within the mask and the attenuation is taken as the average 16-bit grayscale value of the voxels. Visualizations of the μCT were obtained using OsiriX (Pixmeo, Geneva). The volume of the contoured disc was then measured. Endplate defects were defined by three or more consecutive slices that had a rupture in the same area of the endplate. This method was chosen so as to eliminate any potential spatial artifacts that may be misidentified as ruptures.

### Mechanical testing

The mechanical properties of the isolated intervertebral discs were determined using dynamic compression on a microindentation system (BioDent 1000; Active Life Scientific, Santa Barbara, CA) with a 2.39 mm non-porous, flat probe [21]. The probe's load cell resolution is 0.001 N, and the system's Piezo actuator resolution is 0.01μm. Each sample was moved into position under the probe tip by gripping the aluminum platen. The indenter tip was aligned over each sample so that the probe covered the entire diameter of the disc. Each disc was first loaded sinusoidally at amplitude of 5% strain with a 10% peak strain at 1 Hz for 20 cycles with a 0.1 N preload. Stiffness for each disc was then calculated by averaging the loading slope of the 20 cycles. After the cyclic tests, the discs were monotonically overloaded to 50% strain at a loading rate of 10% strain per second. The loading slope value was obtained from the linear region of the force displacement curve from all loading curves. These samples were maintained in physiological PBS solution (pH 7.2) during and between trials to simulate the osmotic pressures found in the body and maintain hydration of the IVD.

### Quantification of collagen and proteoglycans

The wet weight of each isolated disc was taken after mechanical testing utilizing an analytical balance (A-200DS; Denver Instrument Company, Bohemia, NY). Samples were first digested in papain at 65°C for 18 h. The samples were then centrifuged and the supernatant collected and then plated in triplicate. Proteoglycan content was quantified using the colorimetric dimethyl-methylene blue (DMMB) assay [73] by measuring the absorbance 525nm with chondroitin sulfate from bovine cartilage as standards (Sigma-Aldrich, St. Louis, MO), and then normalized to wet weight of the IVD. The remaining papain-digested lysates were then used for hyproxyproline quantification. The amount of collagen was approximated by assuming that hydroxyproline accounts 1/7 of the mass of collagen. The samples were hydrolyzed in 12 N hydrochloric acid at 120°C for 3 h. The hydrolyzed samples were then plated in triplicates. A chloramine T colorimetric assay [74] and standardized using hydroxyproline by quantifying the absorbance at 560 nm using a plate reader (SpectraMax M2, Molecular Devices, Sunnyvale, CA).

### Statistics

Statistical analyses to compared the mutant and control groups were performed using 2-tailed Student’s *t*-test and one-way ANOVA followed by Turkey HSD test as appropriate (GraphPad Prism 7). Power analysis was done using G*Power. A p value of less than 0.05 is considered statistically significant.

## Supporting information

S1 Fig *In situ* expression of *Adgrg6* in the spine. (A, B) *In situ* hybridizations of *Adgrg6* in spine tissue (8 months) using Alkaline phosphatase/BM purple chromogenic developing shows strong *Adgrg6* expression (blue stain) in the growth plate (GP) and minor expression in the annulus fibrosis (AF) (red arrowheads) that is mostly abolished in *ATC;Adgrg6*^*f/f*^ mutant tissues (B); or using (C, D) tyramine-amplification fluorescence which shows expanded expression throughout the IVD including GP, CEP, AF, and NP, which is mostly diminished in *ATC;Adgrg6*^*f/f*^ mutant tissues. Robust expression was detected in periosteum of the long bone tissues in both control and the *ATC;Adgrg6*^*f/f*^ mutant moues (E, F, yellow arrows). (Induced from P1-P20, *n* = 3 for each group.) Scale bars: 200μm in (A-D); 50μm in (E, F). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*, *Tb- trabecular bone*, *Cb-cortical bone*, *P-periosteum*.
(TIF) Click here for additional data file.

S2 Fig Embryonic loss of *Adgrg6* lead to endplate-oriented herniations of the IVD in adult *ATC;Adgrg6*^*f/f*^ mutant mice. (A-C) Representative 8-month-old mouse IVDs (induced form E0.5-P20) stained with Safranin-O/Fast green (SO/FG) (*n* = 3 for controls and *n* = 6 for mutants). Endplate-oriented disc herniation is indicated with yellow arrows in B and B’. These herniations are very hard to be captured by histological analysis. C is an earlier midline section of an adjacent mutant IVD as shown in B, showing no overt histopathology. Scale bars: 100μm in (A-C); and 50μm in (A’, B’). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.
(TIF) Click here for additional data file.

S3 Fig β-galactosidase staining of LacZ-reporter mice induced with different strategies. More robust recombination (blue signal) in CEP, GP, and AF of the IVD was observed in the *Col2Cre; Rosa-LacZ* mouse (B, E) compared with the *ATC; Rosa-LacZ* mouse when induced from E0.5-P20 (A, C) and P1-P20 (D). Recombination in periosteum (B, E, red arrows) and the outmost AF layers of the IVD (B, E, black arrows) was observed only in the *Col2Cre; Rosa-LacZ* mouse but not the *ATC; Rosa-LacZ* mouse. Scale bars: 100μm in (A-E). *CEP- cartilaginous endplate*, *GP- growth plate*, *AF- annulus fibrosis*, *NP- nucleus pulposus*, *Tb- trabecular bone*, *and P- periosteum*.
(TIF) Click here for additional data file.

S4 Fig Postnatal loss of *Adgrg6* in *ATC;Adgrg6*^*f/f*^ mutant mice leads to degenerative changes in the IVDs. (A-D’) Representative 4-month-old (A-B’) or 8-month-old (C-D’) mouse IVDs stained with Safranin-O/Fast green (SO/FG). (Induced from P1-P20. For A-B’, *n* = 3 for controls and *n* = 5 for mutants; for C-D’, *n* = 4 for each group). Minor growth plate erosion is observed by the age of four months in mutant mice (yellow arrowheads, B), while more severe endplate-oriented disc herniations were observed by the age of 8 months (yellow arrowheads, D). (B’) is an earlier midline sections of the same mutant IVD as shown in B. (D’) is a midline section of an adjacent mutant IVD as shown in D, showing no overt histopathology. (E-L) IHC analysis of 8-month-old Cre (-) Control and *ATC;Adgrg6*^*f/f*^ mutant mouse IVDs (induced from P1-P20). Several protein markers of IVD health and disease are affected in *ATC;Adgrg6*^*f/f*^ mutant IVD including decreased expression of healthy disc markers COLII and SOX9 (G, blue arrows), and increased expression of the hypertrophic marker COLX (F, red arrows) and extracellular matrix modifying enzyme MMP-13 (J, red arrows). (*n* = 3 for each group.) Scale bars: 100μm in (A-D’); 50μm in (E-L). *CEP*: *cartilaginous endplate*, *GP*: *growth plate*, *AF*: *annulus fibrosis*, *and NP*: *nucleus pulposus*.
(TIF) Click here for additional data file.

S5 Fig Young *ATC;Adgrg6*^*f/f*^ mutant mice display degenerative alterations of protein expression in the IVD. Large scale images of IHC analysis shown in Fig 2. IHC analysis of common markers of degenerative disc. *ATC;Adgrg6*^*f/f*^ conditional mutant IVDs display reduced expression of markers of healthy disc: SOX9 (B), PRG4 (D), and COLII (H); and increased expression of extracellular matrix modifying enzymes MMP-13 (F), hypertrophic marker COLX (J). Scale bars: 100μm in (A-J). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.
(TIF) Click here for additional data file.

S6 Fig Young *ATC;Adgrg6*^*f/f*^ conditional mutant mice display increased apoptosis in the IVD. (A, B) TUNEL (red fluorescence) staining of 1.5-month-old *ATC;Adgrg6*^*f/f*^ mutants (B, white arrows) display increased TUNEL positive cells compared to Cre (-) control (A) mice. (C) Graph of the ratio of TUNEL positive cells to total cells (DAPI) (*n* = 3 for each group, three to five IVDs were analyzed/mouse. Bars represent mean ± SD. *p≤0.05, two-tailed Student's *t* Test). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.
(TIF) Click here for additional data file.

S7 Fig *Col2Cre;Adgrg6*^*f/f*^ mutant mice display endplate-herniation of the IVD in old mice. (A-B’) Representative medial-sectioned mouse IVDs stained with Alcian blue/Orange G of Cre (-) control (A and A') and *Col2Cre;Adgrg6*^*f/f*^ mutant (B, B') mice at P20 (*n* = 3 for each group). No overt histopathology was observed in mutant mice at this young age. (C-E) Representative mouse IVDs stained with Safranin-O/Fast green (SO/FG) of Cre (-) control (C and C') and *Col2Cre;Adgrg6*^*f/f*^ mutant (D, D', and E) mice by the age of 8 months (*n* = 3 for each group). Endplate-oriented herniations is indicated with yellow arrows. These herniations are very hard to be captured by histological analysis (D is out of the typical plane of section). E is an earlier midline section of the same mutant IVD as shown in D, showing no overt histopathology. Scale bars: 200μm in (A, B) and (C-E), and 50μm in (A’, B’) and (C’, D’). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.
(TIF) Click here for additional data file.

S8 Fig No macrophage infiltration was observed in *ATC;Adgrg6*^*f/f*^ mutant mouse IVD. (A-D) IHC analysis of macrophage marker shows no strong signal of CD68 in *ATC;Adgrg6*^*f/f*^ mutant mouse IVD at 1.5months (A, B), or 8 months of age (C, D), except for some background signal at the herniation site (red arrow, D). (Induced from E0.5-P20, *n* = 3 for each group.) Scale bars: 50μm in (A-D). *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.
(TIF) Click here for additional data file.

S9 Fig *Adgrg6* regulates ATDC5 cell maturation. (A) Alcian blue staining on ATDC5 cell culture during the maturation process. (B) Expression profiles of *Adgrg6*, *Col2a1*, *Acan*, and *Sox9* during ATDC5 cell maturation. The expression level of *Adgrg6* was gradually increased alone with other chondrogenesis markers including *Col2a1*, *Acan*, and *Sox9*. (*n* = 3 biological replicates and representative result is shown. Bars represent mean ± SD. *p≤0.05, two-tailed Student's *t* Test). Scale bars: 100μm in A.
(TIF) Click here for additional data file.

S10 Fig *Adgrg6* KO cells showed increased expression of apoptosis marker during maturation. (A, B) Immunofluorescence against cleaved-Caspace-3 (green) and DAPI staining (blue) and (C) quantification showing increased apoptosis in *Adgrg6* KO cells during maturation (10 days). (*n* = 3 biological replicates and representative result is shown. Bars represent mean ± SD. *p≤0.05, two-tailed Student's *t* Test). Scale bars: 50μm in (A, B).
(TIF) Click here for additional data file.

S11 Fig Inhibition of STAT3 activation by Stattic leads to reduced COLX expression but does not affect the expression of COLII and SOX9 in *Col2Cre;Adgrg6*^*f/f*^ mutant mice. (A-C’) IHC analysis of COLX in 6-month-old Cre (-) control (A, A’) and *Col2Cre;Adgrg6*^*f/f*^ mutant mice with (C, C’) or without (B, B’) Stattic treatment. Ectopic COLX expression was observed in CEP of the mutant mice (red arrows, B’), which is rescued after Stattic treatment (C’). (D-I) IHC analysis of COLII and SOX9 in 6-month-old Cre (-) control (A, D) and *Col2Cre;Adgrg6*^*f/f*^ mutant mice with (F, I) or without (E, H) Stattic treatment. Reduced COLII and SOX9 expression was observed in *Col2Cre;Adgrg6*^*f/f*^ conditional mutant mice compared with Cre (-) control (blue arrows, D, G), but no obvious improvement was observed after Stattic treatment (F, I). (*n* = 3 for each group). (J) qPCR analyses revealed that *Col10a1* and *Sox9* expression in *Adgrg6* KO ATDC5 cells was partially rescued after Stattic treatment (10nM for 10 days), however the expression of *Col2a1* was not significantly changed (*n* = 3 biological replicates and representative result is shown. Bars represent mean ± SD. *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001, One way ANOVA followed by Tukey HSD test. n.s, not significant.) Scale bars: 100μm in (A-C), and 50μm in (A’-I). *AF- annulus fibrosis*, *CEP- cartilaginous endplate*, *GP- growth plate*, *and NP- nucleus pulposus*.
(TIF) Click here for additional data file.

S12 Fig Correlation analysis between number of herniation and disc stiffness in *Col2Cre;Adgrg6*^*f/f*^ mutant mice. Correlation analysis (Pearson’s r) between number of herniation and disc stiffness were performed on 6-month-old mice from three experimental groups: four placebo-treated Cre (-) controls; three placebo-treated *Col2Cre;Adgrg*^*f/f*^ mutants; and three Stattic-treated *Col2Cre;Adgrg*^*f/f*^ mutants as shown in Fig 6. Dots plotted by mean ± SD. No correlation was detected.
(TIF) Click here for additional data file.

S1 Table Mouse models and analysis used in this study. (XLSX) Click here for additional data file.

S2 Table Differential gene expression RNA-sequencing analysis from P20 IVD derived from *Col2Cre;Adgrg6*^*f/f*^ and Cre(-) wild-type littermates. (XLSX) Click here for additional data file.

S3 Table One-way ANOVA and multiple comparison of the Cre (-) control and *Col2Cre; Adgrg6*^*f/f*^ (mutant) mice groups with placebo or Stattic treatment. (XLSX) Click here for additional data file.

S4 Table qPCR primers used in this study. (XLSX) Click here for additional data file.

S1 Movie Rotating rendered contrast-enhanced microCT image of a Cre (-) control mouse intervertebral disc. (MOV) Click here for additional data file.

S2 Movie Rotating rendered contrast-enhanced microCT image of a *ATC;Adgrg6*^*f/f*^ mutant mouse intervertebral disc. (MOV) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

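RNA-seq of whole IVDs of *Col2Cre;Adgrg6* f/f mutant mice and Cre (-) littermate controls at P20 was analysed, with 3 libraries in each group and 2 to 3 mice in each pool. Libraries were assigned to the groups by their deposited labels, which give a replicate number from 1 to 3 in each group. The deposited genotype of the controls is wild type and their titles read Col2Cre control, so it is not certain that they are Cre (-), as the paper calls them. The paper's experiments in *ATC;Adgrg6* f/f mice and in ATDC5 cells were not analysed here.

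The authors deposited 1 table of raw read counts for each library, in whole numbers per gene symbol. The methods name Cutadapt and in-house scripts for trimming, HISAT2 on GRCm38, and StringTie, gffcompare and Ballgown for FPKM values, and name no tool that counted reads per gene. Each table has 43472 gene rows and 5 closing rows that name no gene, which were left out of library sizes and tests. Of all reads, 39.4% to 43.3% per library were in the closing row for reads given to no gene and 12.0% to 18.9% in that for reads not aligned. The reads given to no gene numbered 0.964 to 1.07 for each read counted in a gene. Where counting uses strand, they can include reads on the other strand of a gene, so they do not measure the reads outside genes. The reads counted in genes numbered 9061491 to 12017008 per library, which limits the precision of low-count genes. The authors also deposited a table in the form of DESeq2 output, which holds only genes with a p under 0.05; the version and design behind it are not given. Its log2 values are the authors' log2 fold changes of mutant against control, and its p-values are the authors' p-values, unadjusted and adjusted. Its score is the Wald statistic as the authors deposited it. Its signal values are counts that the authors divided by a size factor for each library, and the mean of these over the libraries. Values from this table are used only where the authors' deposited table or the authors' p-values are named.

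The counts were tested in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by edgeR's filter (at least 1.02 CPM in 3 libraries), libraries were scaled by TMM factors of 0.892 to 1.15, and the quasi-likelihood test compared mutant with control, with Benjamini-Hochberg adjustment over 16152 genes. CPM values are normalized by TMM, and log2 CPM values use a prior count of 2. Gene lists with at least 3 tested genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 43 lists, and again with an estimated correlation and with fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes. With 3 libraries against 3, the smallest exact two-sided permutation p is 0.1. Gene coordinates are those of GENCODE M21 on GRCm38, 1-based; 39449 of the gene rows were placed by symbol, 914 through a synonym in RefSeq, and 3109 were not placed.

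The lists and the rule for named genes were written before the count tables were examined, but the values of S2 Table and Fig 3 had been seen by then, so the lists are not wholly independent of these samples. The rule takes every gene that the paper names for this experiment in its text and in Fig 3C to 3G, with *Adgrg6*, *Stat3*, *Il6*, *Aspn* and *Dkk3*. It adds, of the genes past an adjusted p of 0.05 with separate groups and a mean log2 CPM of at least 0, the 15 with the largest increase and the 15 with the largest decrease, and up to 4 members of each list with the smallest p among those under 0.05. A gene singled out beyond this rule was chosen after its values were seen. Some results that the rule covers are not reported here.

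The count tests were first tested on simulated data, drawn for 16152 genes with 100 genes changed 2-fold and 100 changed 4-fold in each of 5 draws. The quasi-likelihood test of edgeR called 34.4% of the genes changed 2-fold and 78.8% of those changed 4-fold, and 4.66% of its calls were unchanged genes. DESeq2 called 40.0% and 80.6%, with 13.1% of its calls unchanged genes, and limma voom 30.2% and 75.2%, with 2.92%. The genes drawn were those that edgeR's filter keeps, with dispersions from the trend over genes and no outlying pool. These rates thus do not describe edgeR with no filter or DESeq2 as run on the real data, without edgeR's filter. Camera called a list raised 1.5-fold in 5 of 5 draws and an unchanged list in 0 of 5. These draws were not a test of lists with correlated genes, so they do not vouch for the preset correlation of 0.01 there. In the real data the estimated correlation ranged from -0.0782 for the genes of Fig 3F to 0.971 for the Y-linked genes. With an estimated correlation 0 of 43 lists passed.

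Alternatives set before the data were examined were RLE and upper quartile factors, no filter, a stricter filter of 10 counts in every library, DESeq2 1.42.0 (without edgeR's filter and with its own independent filtering), limma voom, a block on the replicate number, thinning to the smallest library, covariates for skeletal muscle genes and for Y-linked genes, and each library left out in turn. Others were added after the data were seen: edgeR's likelihood ratio test, DESeq2 with a fold change prior, subtraction of the reads expected from genomic DNA, control pool 1 as the only control, and the authors' p-values over the genes kept here. Ranges over all alternatives include the fit with control pool 1 as the only control, which has 1 library in that group. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 was used for the remaining tables.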

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

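The tests on gene span in control pools 2 and 3, on genes chosen without control pool 1, on placement and *Tma7* on chromosome 9, and on splits of the libraries other than for the count of genes past an adjusted p were chosen only after the result was seen, as was the subtraction of expected DNA reads.

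For 6 lists that reach beyond the genes the paper discusses, the mean log2 CPM was higher in every mutant pool than in every control pool and camera with the preset correlation gave an adjusted p under 0.05, and at least 2 members were higher when adjusted over the list alone, which is how they were picked. The groups nearly met for the erythroid genes (2.53 in mutant pool 3 against 2.52 in control pool 1). For the 14 collagens the values were 9.93 in mutant pool 1 and 9.87 in control pool 1. None of the 6 passed with an estimated correlation (adjusted p = 0.254, 0.175, 0.175, 0.175, 0.182 and 0.195 in the order below) or with fry (0.211, 0.145, 0.145, 0.195, 0.180 and 0.211). The 14 fibrillar and fibril-associated collagens, 7 of them genes of Fig 3E, had a median log2 fold change of 0.38, and with control pool 1 as the only control an adjusted p of 0.177 within a range of 7.79e-09 to 0.254 over all alternatives. The annulus fibrosus and tendon markers had a median of 0.48. For the fibroblast and fibrosis genes it was 0.48. Immediate early genes such as *Fos*, *Jun* and *Egr1* had a median of 0.70, with 16 of 24 higher and 0 lower at an unadjusted p under 0.05 and 7 higher when adjusted over the list alone (camera adjusted p = 1.68e-18, range 6.60e-27 to 0.195). Glucocorticoid and fasting response genes such as *Cdkn1a* and *Ddit4* had a median of 0.54, with 5 of 16 higher and 0 lower and 3 higher when adjusted over the list alone (camera adjusted p = 1.05e-08, range 1.84e-11 to 0.182). Erythroid genes such as *Slc4a1* and *Hemgn* had a median of 0.90, with 6 of 21 higher and 0 lower and 5 higher when adjusted over the list alone (camera adjusted p = 7.83e-12, range 1.80e-17 to 0.211). With 1 library left out the erythroid median was 0.55 to 1.63.

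The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 1 gene past an adjusted p of 0.05 in edgeR and the highest other split 0, with 1 split as large, the real one, and the same numbers held with a 2-fold change. At an unadjusted p under 0.05 it gave 1164 genes and the highest other split 1693, with 4 splits as large. It placed 30 lists past the threshold and the highest other split 20, with 1 split as large. The split with 1693 genes set control pools 1 and 3 with mutant pool 2 against the rest.

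Of the low-count genes past an unadjusted p of 0.05, most were lower in the mutant pools. At an unadjusted p under 0.05, 211 genes with a mean log2 CPM under 2 were lower and 32 higher, and the lower ones had a median span of 86.0 kb against 17.2 kb for 2852 other low-count genes. A candidate source is DNA or other non-genic reads in control pools 2 and 3, where olfactory and vomeronasal receptor genes had at least 2.19 times the summed CPM of any other library; whether DNA is the whole difference stays open. The excess of the 211 genes per kb of span was 2.64 times (standard error 0.165) that of the Vmn2r receptor genes in control pool 2 and 1.95 times (standard error 0.143) in control pool 3, against a limit of 2 set for DNA alone, but the genes lie near the floor and were chosen as lower in the mutant pools, which raises this ratio, so a value over the limit excludes nothing. With expected DNA reads subtracted, 78 of the 211 genes had an unadjusted p under 0.05 and 76 no longer passed the filter. The subtraction used the density over the Vmn2r genes, so genes that kept such a p were not shown to be free of DNA reads. Loss of expression in the mutant pools cannot be told apart from such reads, since of the control pools only control pool 1 has as few of them as the mutant pools: there the median of the 211 genes lay 0.39 above the highest mutant pool on the log2 scale, while the median of 886 genes chosen without control pool 1 differed from the highest mutant pool by -0.34.

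The collagens of Fig 3E had a median log2 fold change of 0.83. More bone tissue in the mutant pools would raise other bone markers by as much, and 16 bone markers other than collagens had a median of 0.18 (SD 0.66), with 2 higher and 2 lower at an unadjusted p under 0.05. More annulus or ligament tissue would raise its markers likewise, and 16 of them other than collagens had a median of 0.51 (SD 0.55), with 7 higher and 0 lower. Both medians lie below that of the collagens by less than 1 SD of the markers, the limit set beforehand, and for bone only just. This SD is the spread of single markers and is wider than the uncertainty of their median, so the limit can exclude little. By this test neither source can be told apart from a change of expression within cells. A change of expression in the mutant, which the design names, stays open and was not tested apart from these.

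Around *Prss50*, on chromosome 9 of GRCm38 from 109361299 to 112361298, 9 of 34 tested genes had an unadjusted p under 0.05, 26.5% against 7.19% of all genes, with 8 lower and 1 higher. Of 2000 random sets of as many genes as had such a p, a share of 0.202 held a window of that length as extreme, so chance placement is not excluded. A strain variant in *Tma7*, which lies near this window, is a candidate source of the reads of *Tma7-ps* on chromosome 1: *Tma7* was 20.0 CPM lower in the mutant pools and *Tma7-ps* 7.28 CPM higher, so the loss exceeds the gain by 12.7 CPM (standard error 3.01). The sequence of the reads was not analysed here. No biological explanation was tested for this cluster.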

How the results depend on the processing

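The likelihood ratio test, DESeq2 with a fold change prior, the subtraction of expected DNA reads, control pool 1 as the only control and the authors' p-values were alternatives chosen only after the results were seen.

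In edgeR with all 6 libraries, 1 gene was past an adjusted p of 0.05, 1164 genes were past an unadjusted p of 0.05, and 1 gene was past the adjusted p with a 2-fold change. RLE and upper quartile factors, the stricter filter and thinning gave 1, 1003 to 1189 and 1, and subtraction of expected DNA reads 1, 952 and 1. With no filter the counts were 245, 2276 and 213, with DESeq2, also run without edgeR's filter, 52, 1601 and 41, and with limma voom 0, 933 and 0. The muscle covariate gave 14, 1848 and 14 and the Y-linked covariate 0, 746 and 0. With 1 library left out they ranged over 0 to 31, 618 to 2427 and 0 to 31: 31, 2427 and 31 without control pool 1, 0, 618 and 0 without control pool 3, and 0 genes past the adjusted p without control pool 2 or mutant pool 1, 2 or 3 (929, 817, 1669 and 874 at the unadjusted p). The likelihood ratio test gave 42, 1256 and 39, DESeq2 with a fold change prior 43, 1334 and 23, and the authors' p-values 45, 1122 and 25. Control pool 1 as the only control, assumed to vary like the mutant pools, gave 81, 621 and 81. The cause was not tested.

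With the replicate block, edgeR gave 0, 1002 and 0 genes and DESeq2 56, 1050 and 47. The deviations of libraries 1, 2 and 3 of each group correlated at 0.159, -0.132 and 0.101 with the library of the same number. Not every sample correlated best with its own number (control pool 3 with mutant pool 2, 0.179). These values show no pairing by number, but with 3 libraries in each group they cannot exclude that pools of the same number shared litters.

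Of 43 lists, 30 were past the threshold with camera at the preset correlation, 24 to 29 with 1 library left out, 18 with control pool 1 as the only control, and 0 with an estimated correlation or with fry. The median of the genes of Fig 3C was -0.31 (adjusted p = 0.336 with an estimated correlation and 0.211 with fry), -0.35 with the muscle covariate (adjusted p = 0.125) and -0.35 to -0.23 with 1 library left out (adjusted p = 0.254, 0.0746 and 0.116 without control pool 1, mutant pool 2 and mutant pool 3), with a range of 6.11e-04 to 0.336. That of Fig 3D was 0.43 (0.175 with an estimated correlation and 0.145 with fry), 0.35 with control pool 1 as the only control (adjusted p = 0.334) and 0.32 to 0.50 with 1 library left out, with a range of 1.72e-04 to 0.334. That of Fig 3E was 0.83 (0.175 and 0.145) and 0.63 to 0.97 with 1 library left out, with a range of 1.21e-19 to 0.175. The cause was not tested.

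Some lists turned direction. The median of skeletal muscle genes was -2.88 with all libraries, 0.10 with the covariate made from these genes, and -3.51 to 0.36 with 1 library left out (0.36 without control pool 1). For the mitochondrially encoded genes it was -0.18 to 0.82 (-0.18 without mutant pool 1). For the osteoclast markers it was 0.00216 to 0.40, the lowest and a test turned down without mutant pool 2. With control pool 1 as the only control, the test turned for the cell cycle (median -0.13), osteoblast markers (0.0634), endothelial markers (-0.15), smooth muscle (0.20) and ribosomal proteins (-2.63e-04). The cause was not tested.

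Of 2438 values of 117 named genes under the alternatives, 21 values of 9 genes had another sign. DESeq2 called 28 of 114 named genes that edgeR did not, no filter 44 of 117, and the likelihood ratio test 22 of 117. *Prss50* was not past the adjusted p with limma voom, the edgeR block, the Y-linked covariate, or without control pool 2 or 3 or mutant pool 1, 2 or 3. Gene lists were not tested with DESeq2. The depth limits low-count genes: *Il6* and *Atp13a4* did not pass the filter, and the stricter filter kept 106 of the 117 named genes.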

Differences from the paper's values

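The likelihood ratio test, DESeq2 with a fold change prior, control pool 1 as the only control and the authors' p-values were alternatives chosen only after the values were seen.

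The paper's count of genes with an adjusted p under 0.05 and a 2-fold change is 42, and edgeR's here is 1. Of the alternatives set before the data were examined, DESeq2 (41), DESeq2 with the replicate block (47) and edgeR without control pool 1 (31) lie within 1.5 times of the paper's count. RLE and upper quartile factors, no filter (213), the stricter filter, limma voom, edgeR with the replicate block, thinning, the muscle and Y-linked covariates, and leaving out control pool 2 or 3 or mutant pool 1, 2 or 3 do not. The 42 genes of Fig 3A are those with a log2 fold change of at least 1 either way in the authors' deposited table, and 22 of them have the authors' adjusted p under 0.05. That table also holds 42 genes with the authors' adjusted p under 0.05 at any fold change, 26 higher and 16 lower. Of the 42 genes of Fig 3A, edgeR with no filter called 41, DESeq2 29, DESeq2 with the replicate block 22, edgeR without control pool 1 8 and edgeR with the muscle covariate 5. Chosen after seeing the values, the likelihood ratio test gave 39 genes and drops 19 of the paper's 42, DESeq2 with a fold change prior gave 23 and drops 20, the authors' p-values over the genes kept here gave 25 and drop 17, and control pool 1 as the only control gave 81 and drops 36. The paper's count of 884 genes at a p under 0.05 lies within 1.5 times of the 1164 here, and the authors' deposited table holds 1379 genes, all with the authors' p under 0.05.

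A log2 fold change is given here as differing where its sign is another than in the figure, or where it lies further from the figure's value than the SD between the pools of a group. By this rule 4 genes of Fig 3C to 3G differed, 1 of them, *Mmp9*, by sign alone. The paper's log2 fold change of *Mmp9* is about 0.05 in Fig 3D, read by eye, and -0.088 (standard error 0.34) here, a gap smaller than its standard error. Of the alternatives set beforehand, the muscle covariate (0.26), the Y-linked covariate (0.05) and leaving out control pool 1 (0.32) or mutant pool 3 (0.21) do not differ from the paper's value, and the others do. The paper's value for *Capn3* is about -1.1 in Fig 3F, read by eye, and -1.91 here. The Y-linked covariate (-1.71) and leaving out control pool 3 (-1.66) or mutant pool 3 (-1.57) do not differ from it, *Capn3* did not pass the stricter filter, and the others set beforehand do. For *Chrna4* the paper's value is about 1.4 in Fig 3F, read by eye, and that here is 2.71, and every alternative set beforehand differs, apart from the stricter filter, which *Chrna4* did not pass. For *Slc4a1* the paper's value is about 1.5 in Fig 3F, read by eye, and that here is 2.68. Leaving out control pool 2 (2.34) or mutant pool 2 (2.11) does not differ from it, and the others set beforehand do. DESeq2 with a fold change prior, chosen after seeing the values, gives -1.05 for *Capn3*, 1.36 for *Chrna4* and 1.43 for *Slc4a1*, close to the paper's values, and -0.06 for *Mmp9*, of the other sign; it drops 20 of the 42 genes of Fig 3A.

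Of 18 genes that Fig 3C to 3E and 3G highlight, 14 had an unadjusted p under 0.05 here. The others were *Acan*, *Sox8*, *Fgfr3* and *Col1a2*, with log2 fold changes of -0.29, -0.32, -0.12 and 0.86, each in the direction of the figure. The authors' deposited table, which holds only genes with the authors' p under 0.05, has *Col1a2* (0.00251) but not *Acan*, *Sox8* or *Fgfr3*. The paper reports reduced *Atp13a4*, which did not pass the filter here.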

Other observations

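The main tests in this part were set beforehand, but the ranges also cover the subtraction of expected DNA reads and control pool 1 as the only control, which were chosen only after the results were seen. With an estimated correlation or with fry, 0 of 43 lists passed, against 30 with camera at the preset correlation, so each call below holds at the preset correlation only, and each range is that of the adjusted p over all alternatives.

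Among lists of signaling and stress, 4 of 20 p53 targets and apoptosis genes were higher and 0 lower at an unadjusted p under 0.05 in edgeR, and 1, *Cdkn1a*, was higher when adjusted over the list alone (median log2 fold change 0.18, camera adjusted p = 5.26e-04, range 1.11e-05 to 0.175). *Cdkn1a* is also among the glucocorticoid response genes, and *Btg2* among the immediate early genes. Of 15 genes of the cAMP and PKA response, 5 were higher and 1 lower, and 2 were higher when adjusted over the list alone (median log2 fold change 0.23, camera adjusted p = 0.0372, range 0.00284 to 0.621). That adjusted p was 0.138 without control pool 2, and *Fosb*, *Dusp1* and *Nr4a1* of this list are also immediate early genes. Of 25 Wnt pathway genes, 4 were higher and 2 lower, with 1, *Rspo4*, lower when adjusted over the list alone. Their median was -0.09 and their mean 0.05, of opposite sign, and the set did not pass (camera adjusted p = 0.951).

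Circadian clock genes had 2 of 17 higher, *Bhlhe40* and *Per1*, and 1 when adjusted over the list alone (median log2 fold change 0.21, camera adjusted p = 0.00777, range 2.35e-04 to 0.383). The adjusted p was 0.106 without mutant pool 1. Of 20 hypoxia and glycolysis genes 3 were higher and 0 lower, and 0 passed in edgeR when adjusted over the list alone (median log2 fold change 0.30, camera adjusted p = 1.83e-04, range 8.97e-07 to 0.351). Of 23 cell cycle genes, 0 were higher or lower in edgeR (median log2 fold change 0.02, camera adjusted p = 0.725, range 0.0367 to 0.968), and the adjusted p was 0.0367 without mutant pool 3.

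Skeletal muscle genes had 20 of 26 lower at an unadjusted p under 0.05 and 1 when adjusted over the list alone (median log2 fold change -2.88, camera adjusted p = 1.08e-09, range listed as 0 to 0.559). Without control pool 1, where they were high, they turned to higher, with an adjusted p of 0.0159. Markers of neutrophils and granulocyte precursors had 2 of 14 higher, *Mpo* and *Prtn3*, and 1 when adjusted over the list alone (median log2 fold change 0.96, camera adjusted p = 2.30e-05, range 4.55e-13 to 0.443), with a mean log2 CPM from 1.03 in control pool 1 to 3.96 in mutant pool 1. Of 17 macrophage and monocyte markers, 1, *Cd68*, was higher (median log2 fold change 0.33, camera adjusted p = 0.0367, range 0.00142 to 0.819), and the adjusted p was 0.184 without control pool 1 and 0.819 without mutant pool 1. Of 7 lymphocyte markers tested, 0 were higher or lower in edgeR (median log2 fold change 0.14, camera adjusted p = 0.863, range 0.119 to 0.989).

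Of 19 Schwann cell and neuron markers, 4 were higher and 1 lower (median log2 fold change 0.31, camera adjusted p = 5.95e-04, range 9.22e-10 to 0.383). Their mean log2 CPM was 2.41 in control pool 1 and 3.38 to 4.13 in the others, and the adjusted p was 0.202 without control pool 1. Osteoblast and osteocyte markers (median log2 fold change 0.28, camera adjusted p = 0.0333, range 0.00186 to 0.895) had an adjusted p of 0.221 without control pool 2, 0.0747 without control pool 3 and 0.275 without mutant pool 2. Of 10 osteoclast markers, 2 were higher, *Car2* and *Nfatc1* (median log2 fold change 0.24, camera adjusted p = 0.0367, range 0.00696 to 0.881), and *Car2* is also an erythroid gene. The adjusted p for this list was 0.132 without control pool 1, 0.0634 without control pool 2, 0.111 without control pool 3, 0.105 without mutant pool 1 and 0.881 without mutant pool 2. Of 17 endothelial markers, 1, *Erg*, was higher (median log2 fold change 0.31, camera adjusted p = 0.00165, range 2.10e-06 to 0.443), and the adjusted p was 0.0870 without control pool 2. Of 14 smooth muscle and pericyte markers, *Mcam* was higher and *Des*, which skeletal muscle also expresses, lower (median log2 fold change 0.15, camera adjusted p = 0.0435, range 0.00703 to 0.431). The adjusted p was 0.207 without control pool 2, 0.231 without control pool 3 and 0.144 without mutant pool 3. Of 13 adipocyte markers 1, *Cidea*, was lower (median log2 fold change -0.11, camera adjusted p = 0.894, range 0.00441 to 0.969).

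Of 76 ribosomal protein genes, 1, *Rps27*, was lower, and the set was lower (median log2 fold change -0.26, camera adjusted p = 1.59e-08, range 8.95e-13 to 0.930). The 18 mitochondrially encoded genes had a mean log2 CPM of 8.12 in mutant pool 1 and 6.39 to 6.98 in the others (median log2 fold change 0.50, camera adjusted p = 0.0164, range 7.28e-06 to 0.767). The adjusted p was 0.182 without control pool 1 and 0.0144 without mutant pool 1, the latter for a set that was lower. The 4 Y-linked genes had a median of 0.03, a mean of -0.01 and a camera direction down (adjusted p = 0.143, or 7.98e-04 without mutant pool 2, within a range of 7.98e-04 to 0.821), and they were near the floor in mutant pool 3. Of the 4 cytokines that the paper assayed in other samples, 0 passed the filter on low counts, so they were not tested as a list.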
